# Chaperone-mediated ordered assembly of the SAGA and NuA4 transcription co-activator complexes in yeast

**DOI:** 10.1038/s41467-019-13243-w

**Published:** 2019-11-20

**Authors:** Alberto Elías-Villalobos, Damien Toullec, Céline Faux, Martial Séveno, Dominique Helmlinger

**Keywords:** Chaperones, Transcription factors, Proteomics, Gene expression, Transcription

## Abstract

Transcription initiation involves the coordinated activities of large multimeric complexes, but little is known about their biogenesis. Here we report several principles underlying the assembly and topological organization of the highly conserved SAGA and NuA4 co-activator complexes, which share the Tra1 subunit. We show that Tra1 contributes to the overall integrity of NuA4, whereas, within SAGA, it specifically controls the incorporation of the de-ubiquitination module (DUB), as part of an ordered assembly pathway. Biochemical and functional analyses reveal the mechanism by which Tra1 specifically interacts with either SAGA or NuA4. Finally, we demonstrate that Hsp90 and its cochaperone TTT promote Tra1 de novo incorporation into both complexes, indicating that Tra1, the sole pseudokinase of the PIKK family, shares a dedicated chaperone machinery with its cognate kinases. Overall, our work brings mechanistic insights into the assembly of transcriptional complexes and reveals the contribution of dedicated chaperones to this process.

## Abstract (web summary)

Transcription initiation involves the coordinated assembly and activity of large multimeric complexes. Here the authors report on the chaperone-mediated ordered assembly of the SAGA and NuA4 transcription co-activator complexes in fission yeast, providing insight into the de novo assembly of transcriptional complexes and the contribution of dedicated chaperones to this process.

## Introduction

A critical step in gene expression is transcription initiation, which is controlled by many factors that typically function as part of multimeric complexes. Genetic, biochemical and structural evidence indicates that their subunits form distinct modules with specific functions. Numerous studies have characterised their activities and regulatory roles in gene expression. In contrast, much less is known about how these complexes assemble, which chaperones are required, and whether their assembly can be modulated to control or diversify their functions. Deciphering these principles is important to fully understand their structural organisation, function and allosteric regulation^1^. Notably, chromatin-modifying and -remodelling complexes often share functional modules and therefore probably require dedicated mechanisms and chaperones for their proper assembly^2^.

One such complex, the Spt-Ada-Gcn5 acetyltransferase (SAGA) co-activator, bridges promoter-bound activators to the general transcription machinery. In yeast, SAGA is composed of 19 subunits, which are organised into five modules with distinct regulatory roles during transcription^3,4^. These include histone H3 acetylation (HAT), histone H2B de-ubiquitination (DUB) and loading of TBP onto the promoter. A fourth module consists of a set of core components that scaffold the entire complex, most of which are shared with the general transcription factor TFIID. Finally, the largest SAGA subunit, Tra1, is shared with another transcriptional co-activator complex, yeast NuA4, which also contains a HAT module that preferentially targets histone H4 and the H2A.Z variant^5^. Tra1 directly interacts with a diverse range of transcription factors, and recruits SAGA and NuA4 to specific promoters upon activator binding (reviewed in refs. ^6,7^).

Yeast Tra1 and its human ortholog, TRRAP, belong to a family of atypical kinases, the phosphoinositide 3 kinase-related kinases (PIKKs), but lack catalytic residues and are thus classified as pseudokinases^8–10^. The reason for the evolutionary conservation of a typical PIKK domain architecture within Tra1 orthologs is not known. Genetic and biochemical studies indicate that Tra1 primary role is to mediate the transactivation signal from activators by recruiting SAGA and NuA4 to chromatin. It has been difficult, however, to delineate the specific contribution of Tra1 to SAGA and NuA4 architecture and activities because, to date, no clear separation-of-function alleles exist. Indeed, the mechanism by which Tra1 interacts differentially with SAGA and NuA4 remains elusive.

The fission yeast *Schizosaccharomyces pombe* provides a unique opportunity to address this issue because it has two paralogous proteins, Tra1 and Tra2, and each has non-redundant roles that are specific for SAGA and NuA4, respectively^11^. Within SAGA, Tra1 has specific regulatory roles and does not contribute to its overall assembly^11^, consistent with its peripheral position in the recent cryo-electron microscopy structure of SAGA from the budding yeast *Pichia pastoris*^12^. In contrast, a recent partial structure of the yeast NuA4 complex indicates that Tra1 occupies a more central position^13^. However, little is known about how Tra1 incorporates into the SAGA and NuA4 complexes, whether it involves similar or distinct mechanisms, and which chaperone or assembly factors are required.

Here, we show that, in *S. pombe*, Tra1 and Tra2 require Hsp90 and its cochaperone, the Triple-T complex (TTT), for their de novo incorporation into SAGA and NuA4, respectively. Furthermore, proteomic, biochemical and genetic approaches identify the residues mediating Tra1 specific interaction with SAGA. Notably, we demonstrate that Tra1 contacts a surprisingly small region of the core subunit Spt20, which is both necessary and sufficient for Tra1 interaction with SAGA. Kinetic analyses of nascent Tra1 incorporation reveal that it promotes the integration of the DUB module, uncovering an ordered pathway of SAGA assembly. Finally, in contrast to the specific role of Tra1 in SAGA architecture, we show that Tra2 has a general scaffolding role in NuA4 assembly. Overall, our work brings mechanistic insights into the assembly and modular organisation of two important transcriptional co-activator complexes.

## Results

### The TTT subunit Tti2 contributes to Tra1 and Tra2 functions

Previous work in mammalian cells revealed that the Hsp90 cochaperone TTT stabilises PIKKs, including TRRAP, the human ortholog of yeast Tra1^14–19^. Three specific subunits, Tel2, Tti1 and Tti2, define the TTT complex in *S. pombe*, *Saccharomyces cerevisiae* and human cells (Supplementary Data 1)^16,20,21^. Some TTT subunits interact physically and genetically with Tra1 in *S. cerevisiae* and *S. pombe*^11,20–23^. Fission yeasts have two paralogous genes, *tra1* and *tra2*, and each has non-redundant roles that are specific for SAGA or NuA4, respectively^11^. *S. pombe* thus offers a unique opportunity to study the specific contribution of TTT and Tra1 to SAGA and NuA4 organisation and function.

In human cells, TTI2 is critical for the stability of both TEL2 and TTI1 at steady state^17^, in agreement with its stable binding to the TTT complex. We thus focused our investigations on Tti2, which we confirmed interacts with both Tra1 and Tra2 in *S. pombe* (Supplementary Data 1). Like Tti2, Tra2 is essential for viability, whereas *tra1*Δ mutants are viable^11,22^. We thus developed a strategy based on inducible CreER-loxP-mediated recombination to generate conditional knockout alleles of *tti2* (*tti2-CKO*) and *tra2* (*tra2-CKO*). These strains showed β-estradiol-induced loss of Tti2 or Tra2 expression, which correlated with progressive proliferation defects, but no obvious decrease in cell viability, at least within the time frame analysed (Supplementary Figs. 1, 2). Based on these observations, *tti2-CKO* and *tra2-CKO* strains were induced with β-estradiol for 18 and 21 h, respectively, before further analysis.

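RNA was sequenced from 3 independent cultures per condition. The conditions of this experiment were the creER control strain and the tti2-CKO and tra2-CKO strains, each treated with DMSO or with 1 µM β-estradiol, and the tra1Δ and wild-type (WT) strains. CreER is a Cre recombinase that β-estradiol activates. It then excises the DNA between the loxP sites of the tti2-CKO or tra2-CKO allele, whereas the creER strain serves as the control for β-estradiol and the recombinase. Treatment lasted 18 h for tti2-CKO and 21 h for creER and tra2-CKO. The authors selected polyadenylated transcripts, sequenced stranded libraries as single reads of 50 bases, trimmed adapters, aligned the reads with HISAT2 and counted them per gene with htseq-count in union mode, reverse stranded, at a minimum alignment quality of 10. The paper's text names no genome build. The counts were deposited as whole numbers without normalization. Total counts per creER library ranged from 5926304 to 6756655 (median 6208064) with DMSO and from 7690015 to 9724398 (median 8506587) with β-estradiol, so that every β-estradiol library of this strain was deeper than every DMSO library. In tti2-CKO, totals ranged from 6629386 to 7218865 (median 7169119) with DMSO and from 5016301 to 8545572 (median 6650775) with β-estradiol. In tra2-CKO, they ranged from 6041233 to 7441737 (median 6436234) and from 6098006 to 7694280 (median 6822292), respectively. WT libraries held 6208529 to 8101004 counts (median 7913303) and tra1Δ libraries held 5738138 to 7295107 (median 7068449). Each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood test, after TMM normalization and edgeR's default filter on low counts. Differentially expressed genes (DEGs) have a Benjamini-Hochberg adjusted p-value of at most 0.01 and a fold change of at least 1.5. Levels are given as CPM, the counts of a gene scaled to the size of its library after TMM normalization. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. It was not estimated separately and may be too small where a group held few counts. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so p-values are taken from the model fitted across genes.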

We then performed genome-wide expression analyses of DMSO- and β-estradiol-treated *tti2-CKO* and *tra2-CKO* cells, compared with a *creER* control strain treated identically. We also analysed *tra1*Δ mutants that were compared with a wild-type strain. 

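The genes targeted in each strain were measured first. In tti2-CKO, the mRNA of tti2 (SPBC1604.17c) stood at 11.5 ± 1.58 CPM with DMSO (SD, n = 3) and at 0.540 ± 0.228 CPM with β-estradiol (SD, n = 3). This is a log2 fold change of −4.39 (standard error 0.34, adjusted p = 1.63e-05 from edgeR's quasi-likelihood test). The tra2 mRNA (SPAC1F5.11c) stood at 117 ± 9.53 CPM with DMSO and at 8.10 ± 1.32 CPM with β-estradiol in tra2-CKO, a log2 fold change of −3.86 (standard error 0.12, adjusted p = 1.04e-06 from edgeR). The tra1 mRNA (SPBP16F5.03c) fell from 93.9 ± 4.38 CPM in WT to 0.439 ± 0.251 CPM in tra1Δ, a log2 fold change of −7.69 (standard error 0.19, adjusted p = 1.53e-08 from edgeR). All 3 differences are larger than the spread between cultures, since no mutant or treated library reached the level of any control library. Already with DMSO, tti2 in tti2-CKO and tra2 in tra2-CKO lay below their levels in the other DMSO cultures. In the creER strain, β-estradiol left tti2 and tra2 within the limits of the test, with log2 fold changes of −0.09 (adjusted p = 0.939 from edgeR) and 0.17 (adjusted p = 0.403 from edgeR).

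**Figure D1:**
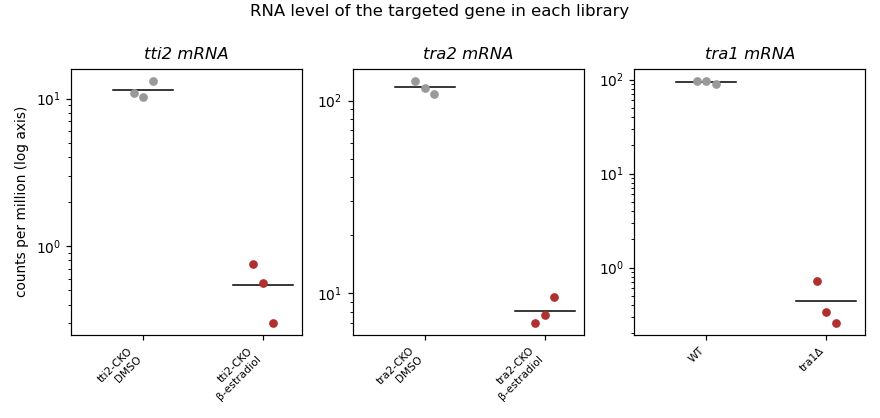
mRNA of the targeted gene in each library of tti2-CKO, tra2-CKO and tra1Δ, in CPM on a log axis. Grey points are DMSO or WT libraries, red points are β-estradiol or tra1Δ libraries and lines are means of 3. The red points lie at means of 0.540, 8.10 and 0.439 CPM, each below every grey point.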

Differential expression analysis revealed both specific and overlapping changes in each mutant (Fig. 1a–d; Supplementary Fig. 3). Specifically, gene expression changes correlated positively between *tti2-CKO* and *tra2-CKO* mutants, as well as between *tti2-CKO* and *tra1*Δ mutants (Fig. 1a). In contrast, no correlation was observed between *tra2-CKO* and *tra1*Δ mutants (Fig. 1a), as expected from their specific, non-redundant roles within either NuA4 or SAGA^11^. 

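β-estradiol changed 629 of the 4920 genes tested in tti2-CKO, 278 of them higher and 351 lower, and 497 of 4929 genes in tra2-CKO, 380 higher and 117 lower. In tra1Δ, 121 of 4899 genes were DEGs against WT, 40 higher and 81 lower. The creER strain had 56 DEGs of 4904 genes, 49 higher and 7 lower. This last count moved most with the processing, to 182 when the replicate number was added to the fit as a block, since cultures of creER with the same replicate number resembled each other. Leaving out 1 library at a time gave 455 to 610 DEGs in tti2-CKO and 369 to 612 in tra2-CKO. The counts of the other 2 comparisons moved further when single libraries were left out. Without WT replicate 1, 67 genes were DEGs in tra1Δ, and without WT replicate 3, 183 were. Without creER DMSO replicate 3, 10 genes were DEGs in creER.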

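Among the largest changes, SPCC757.02c rose with β-estradiol in each strain that expresses CreER. It rose from 0.262 ± 0.324 to 28.6 ± 3.43 CPM in creER (SD, n = 3), a log2 fold change of 6.66 (standard error 0.43, adjusted p = 0.000275 from edgeR). With at most 3 counts in any DMSO library of tti2-CKO or tra2-CKO, it was at least 56.7-fold higher in the former and at least 90.3-fold higher in the latter. The amino-acid permease gene dip5 rose in tti2-CKO from 7.09 ± 1.85 to 307 ± 67.5 CPM (log2 fold change 5.44, standard error 0.22, adjusted p = 1.57e-07 from edgeR), and SPBPB10D8.02c fell from 55.8 ± 11.1 to 6.11 ± 0.909 CPM (log2 fold change −3.21, standard error 0.20, adjusted p = 3.42e-06 from edgeR). SPBPB21E7.09 also fell, by 3.09 on the log2 scale, but 58.3% of its 50-base windows occur elsewhere in the genome and its count is uncertain. In tra2-CKO, mug131 was at least 39.6-fold higher. The fall of SPAC1039.02 in tra2-CKO (log2 fold change −2.32) was called with all libraries but not without β-estradiol replicate 1 (−2.30) or replicate 2 (−2.17). In tra1Δ, gal10 rose (log2 fold change 2.52) and SPAPB24D3.07c fell (−3.01). The hexose transporter gene ght5 rose there from 82.3 ± 49.3 to 1737 ± 179 CPM (log2 fold change 4.39), with 29.6% of its windows shared with other genes and a level that also differed between like cultures, at 2640, 162 and 131 CPM in the 3 DMSO cultures of creER. In creER, pdc201 rose (4.11), sus1 fell (−2.34), as it did with β-estradiol in the floxed strains, and sul2 fell (−1.64), the last of these called in only 1 of the 6 fits that left out a library, although it fell in all of them.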

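Whether the response to β-estradiol differed between strains was tested by the interaction of strain and treatment over 12 libraries. It differed between tti2-CKO and tra2-CKO at 303 genes, 125 with a higher and 178 with a lower value in tti2-CKO, between tti2-CKO and creER at 120 genes, and between tra2-CKO and creER at 19 genes. The last count was 62 with the replicate number as a block, as like-numbered cultures of both strains resembled each other. Of the 12 fits that each left out a library, that of tra2-CKO and creER gave from 1 gene, without creER DMSO replicate 2 among others, to 12 genes, without creER DMSO replicate 1. That of tti2-CKO and creER gave from 60 genes, without tti2-CKO DMSO replicate 1 or β-estradiol replicate 2, to 154 genes, without creER DMSO replicate 3.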

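Correlations were computed across genes on the log2 fold changes of each pair of fits, without the 56 genes called in creER, and genes are not independent replicates. Between tti2-CKO and tra2-CKO, Pearson's r was 0.39 over 4847 genes (jackknife standard error over libraries 0.059). Its value moved most with Spearman's rank correlation, which gave 0.50. Leaving out each library in turn kept r between 0.355 and 0.434. Between tti2-CKO and tra1Δ, r was 0.31 over 4831 genes (jackknife standard error 0.055), and between 0.265 and 0.333 with a library left out. Splits of the libraries were compared on differences of mean log2 CPM in place of fitted fold changes, where the real split gave an r of 0.38 for the first pair and 0.31 for the second. Of the 100 splits of the libraries within each of the comparisons, 7 gave an r as large for the first pair and 6 for the second, the real split included. With no genes removed, fold changes in creER correlated at 0.45 with those in tti2-CKO and at 0.75 with those in tra2-CKO. A shared response to β-estradiol or CreER may thus contribute to the r of the first pair. The interaction effects of both strains against creER correlated at 0.15. Simulated unchanged strains gave 0.436 to 0.536 through the shared creER libraries.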

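Between tra2-CKO and tra1Δ, Pearson's r across 4836 genes was −0.12 (jackknife standard error 0.062), with a range of −0.167 to −0.083 over the fits that left out a library. The sign depends on the statistic, since Spearman's rho across these genes, which are not independent replicates, was 0.02. On differences of mean log2 CPM, 65 of the 100 splits of the libraries gave an r at least as far from 0 as that of the real split, −0.0940.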

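After the genes called in creER were removed, 595 DEGs were left in tti2-CKO, 444 in tra2-CKO and 109 in tra1Δ. The paper's text does not name the thresholds by which genes regulated by β-estradiol were removed, for which it refers to Supplementary Fig. 3a, so the thresholds of its Venn diagram were used for this step too. When all fits had the replicate number as a block, which raised the number of genes called in creER and so removed, 463, 359 and 94 DEGs were left, respectively. Without WT replicate 1, 60 DEGs were left in tra1Δ, and without WT replicate 3, 170. Across the fits that left out a library, tti2-CKO had between 429 and 620 DEGs and tra2-CKO between 317 and 558. Of the remaining DEGs tested in all 4 comparisons, 76.2% in tti2-CKO and 91.9% in tra2-CKO moved the same way in creER, where by this selection none passed the thresholds in the fit without a block. The rises in tra2-CKO had a median log2 fold change of 0.91, against 0.40 for the same genes in creER.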

A Venn diagram of the most differentially expressed genes (FC ≥ 1.5, *P* ≤ 0.01) shows the extent of the overlap between all three mutants (Fig. 1b). Remarkably, over half of the Tti2-dependent genes (105/184) are also regulated by Tra1 (25), Tra2 (72) or both Tra1 and Tra2 (8), suggesting that TTT has an important role in Tra1- and Tra2-dependent gene expression in *S. pombe*.

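Of the 4817 genes tested in all 4 comparisons and not called in creER, 579 were DEGs in tti2-CKO, 419 in tra2-CKO and 108 in tra1Δ. In this set 177 of the tti2-CKO DEGs (30.6%) were also DEGs in tra2-CKO, tra1Δ or both, against 58.7 expected by chance (exact hypergeometric test, one-sided, P = 1.78e-50, which treats genes as independent). They divide into 125 genes shared with tra2-CKO alone, 34 shared with tra1Δ alone and 18 shared with both. When only genes that changed in the same direction were taken as shared, 166 were left, and with the replicate number as a block in all fits, creER included, 127 genes were shared. The count ranged from 142 to 204 over the 24 fits that left out a library. Of 100 splits of the libraries, 1, the real one, gave as many shared genes. This count adds no support, since in each mutant every split other than the real one called 0 genes. A response to β-estradiol or CreER common to the conditional strains may contribute to the genes shared with tra2-CKO. From the overlap of the DEGs, the paper proposes that TTT has an important role in the gene expression that depends on Tra1 and Tra2.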

**Fig. 1:**
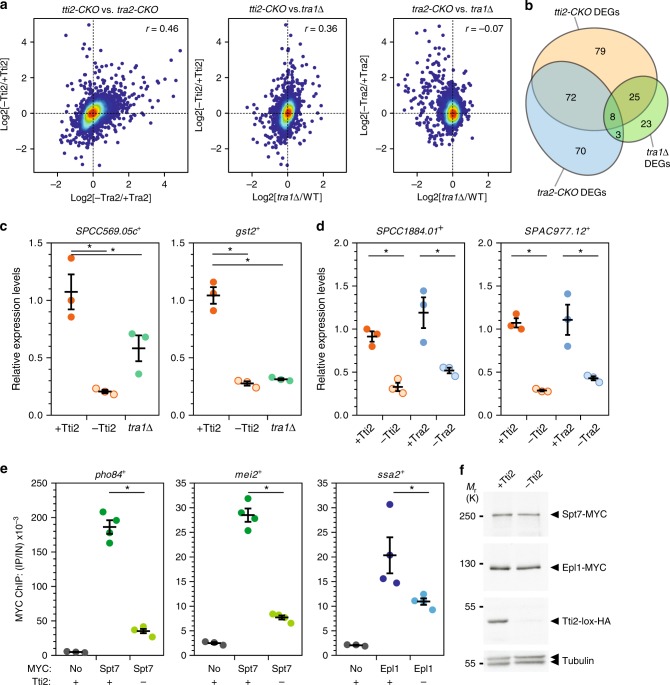
The TTT subunit Tti2 contributes to Tra1- and Tra2-dependent gene expression. **a**, **b** RNA-seq analyses of control *creER*, inducible *tti2* (*tti2-CKO*) and *tra2* knockouts (*tra2-CKO*), *tra1*Δ and wild-type (WT) strains (*n* = 3 independent biological samples). *creER*, *tti2-CKO* and *tra2-CKO* cultures were supplemented with either DMSO (+Tti2 or +Tra2) or β-estradiol (-Tti2 or -Tra2), for either 21 h (*creER* and *tra2-CKO*) or 18 h (*tti2-CKO*). **a** Density scatter plots comparing Tti2- with Tra2-depleted cells (left, *r* = 0.46, *P* *<* 0.001), Tti2-depleted cells with Tra1 deletion mutants (middle, *r* = 0.36, *P* *<* 0.001), and Tra2-depleted cells with Tra1 deletion mutants (right, *r* = −0.07, *P* *<* 0.001). Statistical significance and correlation were analysed by computing the Pearson correlation coefficient. Differential gene expression analyses were performed comparing cells treated with either DMSO (control) or β-estradiol (KO), while *tra1*Δ mutants were compared with isogenic WT cells. Genes whose expression is regulated by β-estradiol treatment (Supplementary Fig. 3a) were filtered out. **b** Venn diagrams showing the overlap of differentially expressed genes (DEGs) between all mutants. Using FC ≥ 1.5, *P* *≤* 0.01 thresholds, 184 DEGs were identified in Tti2-depleted cells, 153 in Tra2-depleted cells and 59 in *tra1*Δ mutants. Statistical significance was calculated using a hypergeometric test: *P* = 8.66e-115 comparing *tti2-CKO*, *tra2-CKO* and *tra1*Δ; *P* = 3.67e-72 comparing *tti2-CKO* with *tra2-CKO*; *P* = 2.37e-15 comparing *tti2-CKO* with *tra1*Δ; *P* = 0.004 comparing *tra2-CKO* with *tra1*Δ. **c**, **d** mRNA levels of the Tra1-dependent genes *SPCC569.05c* and *gst2* (**c**) and the Tra2-dependent genes *SPCC1884.01* and *SPAC977.12* (**d**) were measured using RT-qPCR of RNA extracted from *tti2-CKO*, *tra2-CKO* and *tra1*Δ strains grown as described in panels **a**, **b**. Each value represents mean mRNA levels from three independent experiments with the SEM. *act1* served as a control for normalisation across samples. Values from one control experiment were set to 1, allowing comparisons across culture conditions and strains. Statistical significance was determined by one-way ANOVA followed by Tukey’s multiple comparison tests (asterisk: *P* < 0.05). **e** ChIP-qPCR was performed using *tti2-CKO* cells treated with either DMSO (+) or β-estradiol (−) for 18 h. ChIP of Spt7-MYC at the *pho84* and *mei2* promoters and of Epl1-MYC at the *ssa2* promoter serve as proxies for SAGA and NuA4 binding, respectively. A non-tagged strain was used as control for background IP signal (MYC: no). Ratios of MYC ChIP to input (IP/IN) from three independent experiments are shown as individual points, overlaid with the mean and SEM. Statistical significance was determined as in (**c**, **d**). **f** Anti-MYC and -HA western blotting of Tti2-HA, Spt7-MYC and Epl1-MYC in a fraction of the chromatin samples used for the ChIP-qPCR experiments shown in panel **e**. Equal loading was controlled using an anti-tubulin antibody. Source data are provided as a Source Data file

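The same thresholds give 143 DEGs shared by tti2-CKO and tra2-CKO, against 50.4 expected by chance, of which 76 rose in both, 53 fell in both and 14 went opposite ways (exact hypergeometric test, one-sided, P = 2.65e-36). The tti2-CKO and tra1Δ mutants share 52 DEGs, against 13.0 expected, with 18 higher in both, 29 lower in both and 5 in opposite directions (P = 6.41e-21, same exact test). The tra2-CKO and tra1Δ mutants share 39 DEGs, against 9.39 expected (P = 1.15e-15, same exact test), but 27 of these went opposite ways. The other 12 changed alike, against 3.92 expected when rises and falls are drawn separately, a test added after the data were seen (exact test, one-sided, P = 0.000484). After Benjamini-Hochberg adjustment over the 3 pairs, the largest P for all shared genes stays at 1.15e-15. Of the DEGs, 76.2% in tti2-CKO and 91.9% in tra2-CKO moved the same way in creER. A response to β-estradiol or CreER may thus contribute to the 143 genes shared by tti2-CKO and tra2-CKO, which the test does not exclude.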

Hierarchical clustering of all differentially expressed genes (*P* ≤ 0.01) identified at least seven distinct clusters (Supplementary Fig. 3b, c). These include a large cluster of transcripts in which levels decrease in both *tti2-CKO* and *tra2-CKO* mutants (Cluster 2, 527 genes), and a smaller one in which levels decrease in both *tti2-CKO* and *tra1*Δ mutants (Cluster 6, 172 genes). 

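An adjusted p-value of at most 0.01 in at least 1 of the creER, tti2-CKO, tra2-CKO and tra1Δ comparisons, whatever the fold change, was found at 1849 genes, of which 1807 were tested in all 4. The study's source data list 2150 clustered genes, and 1773 of them are among the 1849. The count ranged from 1461 to 2116 over the fits that left out a library. Complete linkage on 1 minus the Pearson correlation of the 4 log2 fold changes, divided into 7 groups, gave clusters of 71 to 474 genes. Their number was set in advance and is not a result.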

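The study's lists of both clusters were followed through the fits. The study chose these lists on the same libraries, so their medians are a description and not independent evidence. Over Cluster 2, the median log2 fold change was −0.59 in tti2-CKO, with 522 of 526 tested genes below 0 and 254 called lower. It was −0.33 in tra2-CKO, with 490 of 524 genes below 0 and 39 called lower, and −0.13 in tra1Δ and −0.11 in creER. Over Cluster 6, the median was −0.54 in tti2-CKO, with 170 of 172 genes below 0 and 67 called lower, and −0.33 in tra1Δ, with 162 of 171 genes below 0 and 18 called lower. It was 0.00 in tra2-CKO and −0.01 in creER. The Cluster 6 median in tra1Δ moved from −0.33 to −0.29 with DESeq2's shrunken fold changes, and that in tti2-CKO to −0.51 without a filter on low counts. Of the genes the study measured from these clusters, SPCC1884.01 fell from 11.9 ± 1.18 to 2.78 ± 1.75 CPM in tti2-CKO (SD, n = 3; log2 fold change −2.16, adjusted p = 0.000942 from edgeR) and from 9.96 ± 1.20 to 1.93 ± 0.100 CPM in tra2-CKO (−2.35, adjusted p = 0.000159 from edgeR). SPAC977.12 fell in both, by 1.78 and by 1.33 on the log2 scale, but 73.3% of its 50-base windows occur elsewhere in the genome and its count is uncertain. SPCC569.05c fell from 69.3 ± 8.25 to 18.6 ± 2.80 CPM in tti2-CKO (−1.91, adjusted p = 1.54e-05 from edgeR) and from 90.2 ± 24.2 CPM in WT to 32.0 ± 4.55 CPM in tra1Δ (−1.49, adjusted p = 0.000957 from edgeR). gst2 (SPCC965.07c) fell in tti2-CKO (−1.72) and in tra1Δ (−2.10) but rose in tra2-CKO (1.47, adjusted p = 0.000148 from edgeR). The tra2-CKO cultures were treated for longer than those of tti2-CKO, but so were those of creER, where gst2 changed by 0.11.

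**Figure D2:**
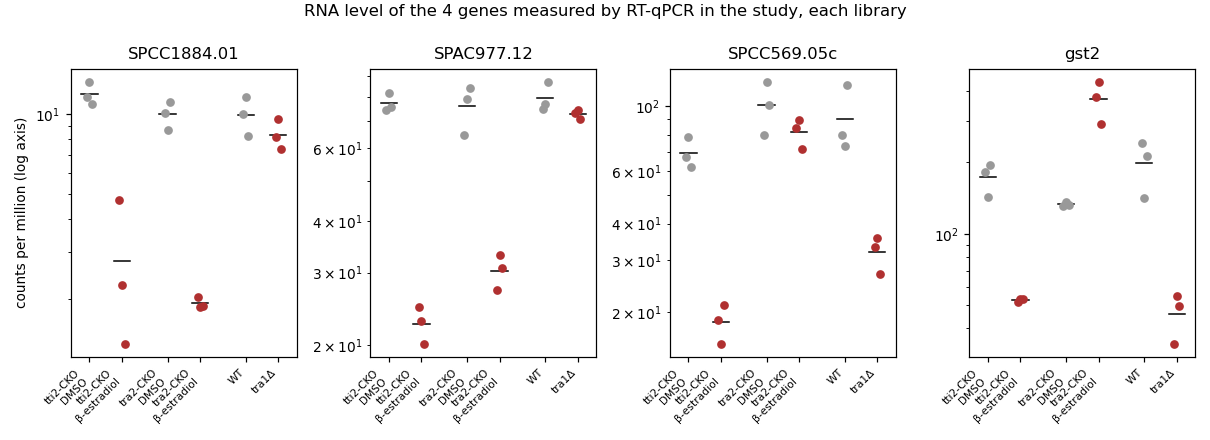
mRNA of 4 genes in each library of tti2-CKO, tra2-CKO and tra1Δ and of their controls, in CPM on log axes. Grey points are DMSO or WT libraries, red points are β-estradiol or tra1Δ libraries and lines are means of 3. gst2 is lower in tti2-CKO and tra1Δ and higher in tra2-CKO, where its mean rises from 133 to 368 CPM.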

We independently measured the expression of genes from each cluster using quantitative RT-PCR analyses and confirmed that *SPCC1884.01* and *SPCAC977.12* levels (Cluster 2) decrease in both *tti2-CKO* and *tra2-CKO* mutants (Fig. 1d), while *SCC569.05c* and *gst2* levels (Cluster 6) decrease in both *tti2-CKO* and *tra1*Δ mutants (Fig. 1c).

In *S. cerevisiae*, elegant biochemical and functional studies established that the primary role of Tra1 is to mediate activator-dependent recruitment of SAGA or NuA4 to specific promoters^24–30^. We thus evaluated the effect of Tti2 on the binding of the SAGA subunit Spt7 and the NuA4 subunit Epl1 to specific promoters, using chromatin immunoprecipitation (ChIP). Upon depletion of Tti2, we observed reduced occupancy of Spt7 at the *pho84* and *mei2* promoters and of Epl1 at the *ssa2* promoter, despite normal steady-state levels (Fig.1e, f).

In conclusion, we accumulated functional evidence that Tti2, likely as part of the TTT complex, contributes to the regulatory activities of Tra1 and Tra2 in gene expression. Therefore, similar to their active kinase counterparts, the Tra1 and Tra2 pseudokinases require the TTT cochaperone to function.

### Tti2 promotes Tra1 and Tra2 assembly into SAGA and NuA4

These observations prompted us to test whether Tti2, as an Hsp90 cochaperone, promotes Tra1 and Tra2 incorporation into SAGA and NuA4, respectively, as shown for human mTOR and ATR-containing complexes^16,18^. For this, we affinity purified SAGA and NuA4 upon *tti2* conditional deletion. Silver staining and quantitative MS analyses revealed a tenfold reduction of Tra1 from SAGA when Tti2 is depleted, as compared with control conditions (Fig. 2a). Similarly, we observed about a twofold reduction of Tra2 levels from NuA4 (Fig. 2b).

**Fig. 2:**
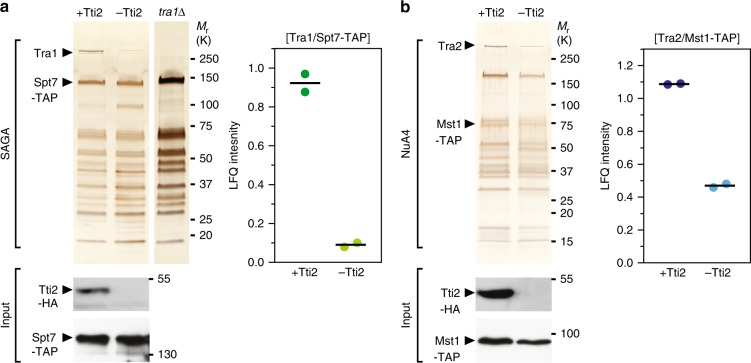
Tti2 promotes Tra1/Tra2 incorporation into SAGA/NuA4 complexes. **a** Silver staining of SAGA complexes purified either in the presence or absence of Tti2 (left). *spt7-TAP tti2-CKO* cells were grown to exponential phase in rich medium supplemented with either DMSO (+Tti2) or β-estradiol (−Tti2) for 18 h. SAGA was purified from a *tra1*Δ strain as a control for the complete loss of Tra1 from SAGA. LC-MS/MS analyses of SAGA purifications (right). LFQ intensity ratios of Tra1 to the bait, Spt7, from two independent experiments are plotted individually with the mean (black bar). Below are anti-HA western blotting of Spt7-TAP and Tti2-HA from a fraction of the input used for TAP. **b** Silver staining of NuA4 complexes purified either in the presence or absence of Tti2 (left). *mst1-TAP tti2-CKO* cells were grown to exponential phase in rich medium supplemented with either DMSO (+Tti2) or β-estradiol (−Tti2) for 18 h. LC-MS/MS analyses of NuA4 purifications (right). LFQ intensity ratios of Tra2 to the bait, Mst1, from two independent experiments are plotted individually with the mean (black bar). Below are anti-HA western blotting of Mst1-TAP and Tti2-HA from a fraction of the input used for TAP

We next tested if Tti2 promotes the de novo incorporation of Tra1 into SAGA or, rather, prevents its disassembly. For this, we took advantage of the viability of *tra1*Δ mutants and disrupted the *tra1* promoter with a transcription terminator sequence flanked by *loxP* sites (*RI-tra1*, Supplementary Fig. 4a). With this allele, CreER-mediated recombination allows the inducible expression of Tra1 at endogenous levels. As a proof-of-principle, β-estradiol addition to *RI-tra1* strains suppresses their growth defects in conditions of replicative stress, using hydroxyurea (HU) (Supplementary Fig. 4b), to which *tra1*Δ mutants are sensitive^11^. Purification of SAGA from β-estradiol-treated *RI-tra1* cells showed a time-dependent, progressive increase of newly synthesised Tra1 (neo-Tra1) in Spt7 purification eluates, validating this approach for monitoring Tra1 de novo incorporation into SAGA (Fig. 3a). However, to conditionally deplete TTT from *RI-tra1* cells, we needed to develop a different strategy from the CreER-loxP-mediated knockout used so far. We attempted to tag Tti2 with an auxin-inducible degron (AID), but observed substantial destabilization even before adding the plant hormone auxin. In contrast, targeting another TTT complex subunit (Supplementary Data 1), Tel2, caused efficient and auxin-dependent degradation (Supplementary Fig. 5a–d). We then analysed SAGA purifications from *RI-tra1* *tel2-AID* cells using silver staining (Fig. 3b) and quantitative MS analyses (Fig. 3d). Both approaches showed decreased interaction between newly synthesised Tra1 and affinity purified Spt7 in cells partially depleted of Tel2. These results demonstrate that TTT contributes to the de novo incorporation of Tra1 into the SAGA complex.

**Fig. 3:**
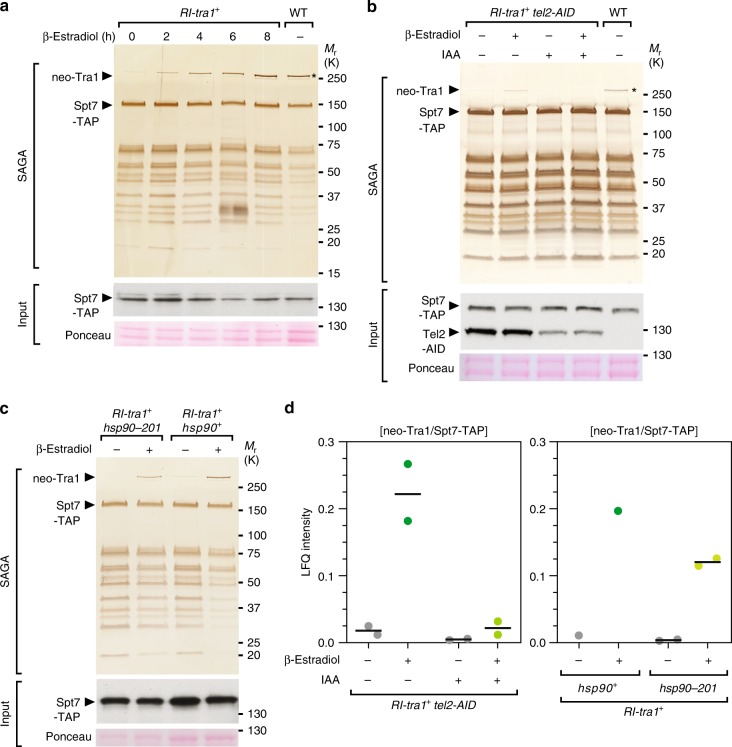
TTT and Hsp90 promote de novo assembly of Tra1 into SAGA. **a** Silver staining analysis of SAGA complexes purified upon Tra1 synthesis (neo-Tra1). *spt7-TAP RI-tra1* cells were grown to exponential phase and harvested at different time points after β-estradiol addition, as indicated (hours). SAGA was purified from a WT strain as a positive control, in which the asterisk labels steady-state Tra1 levels. Below is an anti-HA western blot of Spt7-TAP from a fraction of the input used for TAP. Ponceau red staining is used as loading control. Data are representative of four independent experiments. **b** Silver staining of SAGA complexes purified upon Tra1 synthesis (neo-Tra1), either in presence or absence of the TTT subunit Tel2. *spt7-TAP RI-tra1 tel2-AID* cells were grown to exponential phase in rich medium, supplemented with either ethanol (−IAA) or auxin (+IAA) for 16 h, and harvested 6 h after addition of either DMSO (−) or β-estradiol (+). SAGA was purified from a WT strain as a positive control, in which the asterisk labels steady-state Tra1 levels. Below are anti-HA western blotting of Spt7-TAP and Tel2-AID from a fraction of the input used for TAP. Both the TAP and AID sequences are in frame with HA epitopes. Ponceau red staining is used as loading control. Data are representative of two independent experiments. **c** Silver staining of SAGA complexes purified upon Tra1 synthesis (neo-Tra1), either in WT or *hsp90–201* mutant strains. *spt7-TAP RI-tra1 hsp90* and *spt7-TAP RI-tra1 hsp90–201* cells were grown to exponential phase in rich medium and harvested 6 h after addition of either DMSO (−) or β-estradiol (+). Below is an anti-HA Western blot of Spt7-TAP from a fraction of the input used for TAP. Ponceau red staining is used as loading control. Data are representative of two independent experiments. **d** LC-MS/MS analyses of SAGA purifications from control *spt7-TAP RI-tra1* strains, *spt7-TAP RI-tra1 tel2-AID* strains used in (**d**), and *spt7-TAP RI-tra1 hsp90–201* strains used in (**e**). LFQ intensity ratios of newly synthesised Tra1 (neo-Tra1) were normalised to the bait, Spt7. Ratios from two independent experiments are plotted individually with the mean (black bar). Source data are provided as a Source Data file

Experiments with human cells suggested that TTT functions as an adaptor recruiting the HSP90 chaperone specifically to PIKKs^16,19,31^. We thus determined if Tra1 incorporation into SAGA requires Hsp90. We first tested the effect of conditionally inactivating Hsp90 on SAGA subunit composition at steady state. For this, we affinity purified Spt7 from *hsp90–26* temperature-sensitive mutants grown at either permissive or restrictive temperature^32^. Silver staining analysis showed that Hsp90 inactivation causes a specific decrease of Tra1 in Spt7 purification eluates (Supplementary Fig. 6). We next asked whether Hsp90 contributes to de novo incorporation of Tra1 into SAGA. However, CreER cytoplasmic sequestration depends on a functional Hsp90. We thus used an *hsp90–201* strain, which harbors a weaker Hsp90 mutant allele^33^. Silver staining (Fig. 3c) and quantitative MS analyses (Fig. 3d) revealed a decrease of newly synthesised Tra1 in SAGA purified from *hsp90–201* mutants, as compared with wild-type cells. Although the observed effect is modest in this hypomorphic mutant, this observation supports the conclusion that Hsp90, like TTT, contributes to the de novo assembly of Tra1 into SAGA. Altogether, our results indicate that TTT acts as an Hsp90 cochaperone promoting the assembly of Tra1 into SAGA and likely Tra2 into NuA4. Therefore, pseudokinases and kinases of the PIKK family share a specific, dedicated chaperone machinery for their maturation and incorporation into active complexes.

### Tra1 and Tra2 have distinct roles within SAGA and NuA4

We noted that the loss of TTT affected SAGA and NuA4 differently. Upon Tti2 depletion, the decrease of Tra1 does not affect the overall migration profile of SAGA, similar to what we observed in *tra1*Δ mutants (Fig. 2a)^11^. In contrast, the effect of Tti2 on Tra2 incorporation into NuA4 is less pronounced, but appears to cause a global decrease in the amount of purified NuA4 subunits (Fig. 2b), without affecting total protein content (Supplementary Fig. 1f). Alternatively, the bait used for this purification, the Mst1 HAT subunit, might dissociate from the rest of the complex upon *tti2* deletion and loss of Tra2 from NuA4. Finally, we noticed reduced Mst1 levels in total extracts from Tti2-depleted cells (Fig. 2b), possibly accounting for the decrease in the amount of purified NuA4.

To directly evaluate the effect of Tra2 on NuA4 subunit composition, we purified NuA4 upon *tra2* deletion, using *tra2-CKO* cells. For this, we affinity purified either Epl1, which anchors the HAT module to the rest of NuA4 in *S. cerevisiae*^34^, or Vid21, whose *S. cerevisiae* ortholog Eaf1 forms a platform for NuA4 assembly^35^. Silver staining and quantitative MS analyses of affinity purified Mst1, Epl1 and Vid21 revealed that each interact with a similar set of 13 proteins, which, altogether, define the NuA4 complex from *S. pombe* (Supplementary Fig. 7a–c), confirming and extending results from a previous study^21^. Then, upon Tra2 conditional depletion, we observed an overall decrease in the amount of purified NuA4 in both Epl1 and Vid21 purification eluates (Fig. 4a). Quantitative MS analyses of Vid21 purification eluates confirmed an overall decrease of all 13 NuA4 subunits when Tra2 is depleted (Fig. 4b). Importantly, cell viability and total protein content are not affected at this time point (Supplementary Fig. 2e, f; Fig. 4a). Furthermore, control SAGA purifications suggested that other chromatin-bound complexes can be efficiently extracted and purified upon Tra2 depletion (Supplementary Fig. 8). Altogether, these results indicate that, in contrast to Tra1 in SAGA, Tra2 contributes to the scaffolding and stabilisation of the entire NuA4 complex. Such distinct architectural roles provide a functional validation of the recent structural studies of yeast SAGA and NuA4, which showed that Tra1 occupies a peripheral position within SAGA and a more central position within NuA4^12,13,36–38^.

**Fig. 4:**
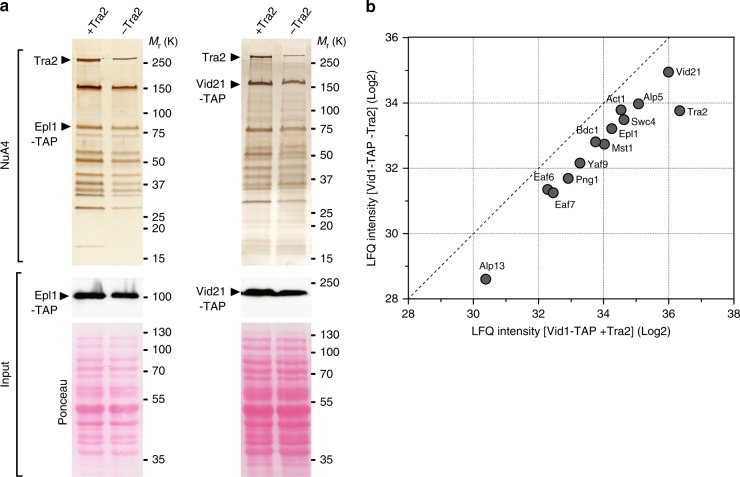
Tra2 is important for the formation of the entire NuA4 complex. **a** Silver staining of NuA4 complexes purified either in the presence or absence of Tra2, using Epl1-TAP (left) and Vid21-TAP (right) as baits. Cells were grown to exponential phase in rich medium supplemented with either DMSO (+Tra2) or β-estradiol (-Tra2), for either 16 h (*epl1-TAP tra2-CKO*) or 21 h (*vid21-TAP tra2-CKO*). Below are anti-HA western blotting of Epl1-TAP (left) and Vid21-TAP (right) from a fraction of the input used for TAP. Ponceau red staining is used as control for equal protein content and loading. **b** Scatter plot representing the LFQ intensities from LC-MS/MS analysis of NuA4 complexes purified in the presence (*x*-axis) or absence (*y*-axis) of Tra2. Individual points represent individual NuA4 subunits in Vid21-TAP eluates. The dashed line shows a 1:1 ratio. Data are representative of two independent experiments. Source data are provided as a Source Data file

### Mechanism of Tra1 specific interaction with SAGA

We next sought to determine how Tra1 interacts specifically with SAGA, taking advantage of the viability of *tra1* mutants in *S. pombe* and guided by the most recent cryo-electron microscopy structure of SAGA from *P. pastoris* (Fig. 5a)^12^. Resolution of the secondary structure elements of Tra1 bound to SAGA identified a narrow and highly flexible hinge region that was suggested to form the major, if not the single interaction surface between Tra1 and the rest of the complex^12^. This region is located near the start of the Tra1 FAT domain and consists of about 50 residues that fold into three distinct α-helices (H1-H3, Fig. 5a). Multiple alignments of Tra1 orthologs from yeast, invertebrate and vertebrate species indicate that this region is conserved throughout eukaryotes (Fig. 5a). Interestingly, the homologous region of *S. pombe* Tra2, which is only present in NuA4, is more divergent, suggesting that this region might dictate SAGA binding specificity.

**Fig. 5:**
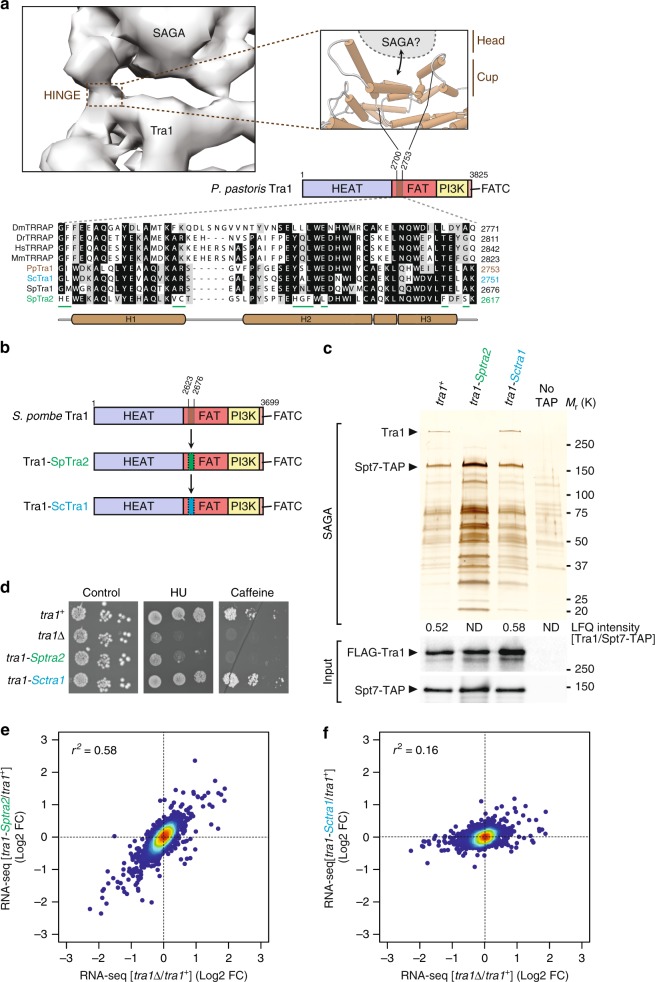
Mechanism of Tra1 specific interaction with SAGA. **a** Close-up view of the putative region of Tra1 that contacts the rest of SAGA, which constitutes the flexible hinge in the structure of *P. pastoris* SAGA (EMD: 3804). Cartoon cylinders represent α-helices in *P. Pastoris* Tra1 structure (PDB: 5OEJ). This domain is located near the start of the FAT domain and corresponds to residues 2700–2753 (brown-coloured box). A homologous region, defined as the Cup SAGA Interacting (CSI), was identified in *S. pombe* Tra1 (residues 2623–2676) from multiple alignments of Tra1 orthologs, shown at the bottom. Residues that appear unique to *S. pombe* Tra2 are underlined (green). **b** Schematic illustration of the hybrid mutant alleles of *S. pombe tra1*+ that were constructed. Residues 2623–2676 from *S. pombe* Tra1 were swapped with the homologous region from either *S. pombe* Tra2 (green, residues 2564–2617), to create the *tra1-Sptra2* allele, or *S. cerevisiae* Tra1 (blue, residues 2698–2751), to create the *tra1-Sctra1* allele. **c** Silver staining of SAGA complexes purified from WT, *tra1-Sptra2* and *tra1-Sctra1* strains (see **b**), using Spt7 as the bait. A non-tagged strain (no TAP) was used as a control for background. Numbers at the bottom of the gel represent LFQ intensity ratios of Tra1 to the bait, Spt7, from LC-MS/MS analyses of purified SAGA complexes (ND: not detected or <1% of WT). Below are anti-FLAG and anti-HA western blotting of FLAG-Tra1 and Spt7-TAP in a fraction of the input used for TAP. Data are representative of five independent experiments. **d**–**f** HU sensitivity (**d**) and gene expression changes (**e**, **f**) of *tra1-Sptra2* and *tra1-Sctra1* strains, as compared with *tra1*Δ mutants. **d** Tenfold serial dilutions of exponentially growing cells of the indicated genotypes were spotted on rich medium (control), medium supplemented with 10 mM HU, or 15 mM caffeine, and incubated at 32 °C. **e**, **f** Density scatter plots from RNA-seq data comparing *tra1*Δ mutants (*x*-axis) with either *tra1-Sptra2* mutants (*y*-axis in **e**) or *tra1-Sctra1* mutants (y-axis in **f**), relative to isogenic WT controls (*n* = 3 independent biological samples). Statistical significance and correlation were analysed by computing the Pearson coefficient of determination (*r*^*2*^ = 0.58 for *tra1-Sptra2* vs. *tra1*Δ and *r*^*2*^ = 0.16 for *tra1-Sctra1* vs. *tra1*Δ; *P* *<* 0.0001). Source data are provided as a Source Data file

Deletion of a few helices within Tra1 can cause important structural rearrangements and destabilise the protein^30^. Thus, to determine the contribution of this 50-residue region to Tra1-SAGA interaction, we swapped them with those from the closest homolog of Tra1, *S. pombe* Tra2, which does not interact with SAGA^11^. We also introduced the corresponding sequence from *S. cerevisiae* Tra1 (Fig. 5b), which is shared between SAGA and NuA4. We first verified that both Tra1-SpTra2 and Tra1-ScTra1 mutant proteins are expressed at levels similar to those of wild-type Tra1 (Fig. 5c). In contrast, silver staining and quantitative MS analyses revealed that the Tra1-SpTra2 hybrid is not detectable in Spt7 purifications, whereas normal levels of the Tra1-ScTra1 hybrid are observed (Fig. 5c). Similarly, a Tra1-mTOR hybrid protein is unable to copurify with SAGA (Supplementary Fig. 9a), consistent with human mTOR assembling into unrelated complexes, TORC1 and TORC2. Importantly, quantitative MS analyses show that both Tra1-SpTra2 and Tra1-ScTra1 hybrid mutant proteins efficiently copurify with Tti2 (Supplementary Fig. 9b). Thus, this region does not affect Tra1 binding to TTT and the Tra1-SpTra2 mutant protein is recognised by its cochaperone, despite being unable to interact with SAGA.

Phenotypic analyses of *tra1-Sptra2* and *tra1-Sctra1* strains showed that *tra1-Sptra2* mutants are sensitive to HU and caffeine, similar to *tra1*Δ mutants, whereas *tra1-Sctra1* strains show no growth defects, as compared with wild-type cells (Fig. 5d). RNA-seq analyses of *tra1-Sctra1* and *tra1-Sptra2* mutants revealed that the transcriptomic changes observed in *tra1-Sptra2* and *tra1*Δ mutants correlate well (*r*^2^ = 0.58), as compared with wild-type cells (Fig. 5e). In contrast, *tra1-Sctra1* mutants show little changes, correlating poorly with *tra1*Δ mutants (*r*^2^ = 0.16) (Fig. 5f).

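In this experiment, 3 cultures each of the tra1-Sptra2 and tra1-Sctra1 strains were compared with the 3 WT cultures that also served for tra1Δ. In tra1-Sptra2 a short region of Tra1 is replaced by that of S. pombe Tra2, and in tra1-Sctra1 by that of S. cerevisiae Tra1. Total counts per library ranged from 5896848 to 8053998 (median 6997221) in tra1-Sptra2 and from 6132997 to 7116930 (median 6601935) in tra1-Sctra1. The counts were made and deposited as those of Fig. 1 and were fitted in the same way. Because both fold changes of a pair are taken against the same WT libraries, an error in WT enters both and raises their correlation. To measure this, counts of unchanged groups that share WT were simulated 40 times, as cultures that deviate independently of each other.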

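In tra1-Sptra2, 182 of 4908 genes tested were DEGs against WT, 54 higher and 128 lower. The count was 77, 86 and 94 without tra1-Sptra2 replicate 1, 2 and 3, 105 without WT replicate 1 and 217 without WT replicate 3. The squared Pearson correlation (r2) of the log2 fold changes of tra1-Sptra2 and tra1Δ was 0.605 across 4894 genes, which are not independent replicates (jackknife standard error over libraries 0.093). The simulated groups with nothing in common except WT gave an r2 of 0.256 on average and 0.304 at most. When the 2 mutants were compared with different WT libraries, the alternative that moved the value most, r2 was 0.416. Leaving out tra1Δ replicate 3 gave the lowest value, 0.512, and leaving out tra1Δ replicate 1 the highest, 0.669. On differences of mean log2 CPM, where the real split gave an r2 of 0.620, 8 of 100 splits of the libraries gave one as large in a first draw of splits and 4 in a second. These splits mix the libraries of WT and both mutants and keep a shared group. They can thus carry real differences between strains, and their share does not measure chance alone. The gdt1 mRNA fell from 86.7 ± 5.65 CPM in WT to 0.392 ± 0.234 CPM in tra1-Sptra2 (SD, n = 3; log2 fold change −7.81, standard error 0.19, adjusted p = 1.23e-07 from edgeR). inv1 rose from 3.60 ± 0.408 to 29.0 ± 1.30 CPM (log2 fold change 3.01, standard error 0.14, adjusted p = 1.12e-05 from edgeR). nrg1 fell by 3.31 on the log2 scale, but was not called in 4 of the fits that left out a library, among them that without WT replicate 1 (−3.33). ght5, uncertain because of its shared windows, rose by 4.97 on the log2 scale.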

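In tra1-Sctra1, 14 of 4896 genes tested were DEGs, 10 higher and 4 lower, and 698 genes had an unadjusted p-value under 0.05. With the replicate number as a block, since cultures with like numbers resembled each other in this comparison, 2 genes were called. Without tra1-Sctra1 replicate 2 or 3 the count was 2 as well, and without WT replicate 3 it was 23. The r2 with tra1Δ across 4886 genes, which are not independent replicates, was 0.241 (jackknife standard error 0.046), and lay inside the range of 0.209 to 0.286 that simulated unchanged groups gave through the shared WT. With different WT libraries for each mutant, r2 was 0.107. The highest r2 in 10 simulations of that setting, added after the data were seen, was 0.00302. Within the limit of the simulations, this argues against independent deviations of the WT libraries as the whole source of the correlation. A deviation common to all 3 WT cultures enters both fold changes in either setting. It was not simulated and stays open. Of the genes called, gdt1 fell to 4.19 ± 2.13 CPM (SD, n = 3; log2 fold change −4.29, standard error 0.22, adjusted p = 1.18e-05 from edgeR) and rpl102 from 778 ± 9.38 to 385 ± 15.5 CPM (−1.01, standard error 0.08, adjusted p = 0.000259 from edgeR). nep2 rose (1.86) and ght5, uncertain because of its shared windows, rose (4.29). Neither was called in the blocked fit (1.87 and 4.48) or without any 1 of the tra1-Sctra1 replicates.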

To conclude, a 50-residue region from *S. cerevisiae* Tra1 complements the orthologous region from *S. pombe* Tra1, likely because *S. cerevisiae* Tra1 is present in both SAGA and NuA4. In contrast, the paralogous region from *S. pombe* Tra2 diverged such that it cannot interact with SAGA. 

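The difference between the mutants was tested directly for tra1-Sptra2 and tra1Δ, where 36 of 4892 genes tested were called, 18 higher and 18 lower in tra1-Sptra2. Among them is tra1 itself, at 101 ± 5.18 CPM in tra1-Sptra2 and 0.453 ± 0.258 CPM in tra1Δ (SD, n = 3; log2 fold change 7.75, standard error 0.19, adjusted p = 5.03e-12 from edgeR). So is mei2, which was lower in tra1-Sptra2 (−2.12). The difference between tra1-Sctra1 and tra1Δ was not tested. From the purifications, the growth and the expression changes of both hybrids, the paper concludes that the S. cerevisiae region can take the place of the S. pombe one.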

Whether this region of Tra2 is responsible for its specific integration into NuA4 remains to be determined. Altogether, structural, biochemical and functional evidence demonstrates that Tra1 directly contacts SAGA through a restricted, 50-residue region located at the beginning the FAT domain. This region of Tra1 consists of three α-helices that fold into a cup-shaped structure (Fig. 5a)^12^, which we thus coined the Cup SAGA Interacting (CSI) region of Tra1.

### The SAGA subunit Spt20 anchors Tra1 into the SAGA complex

Patrick Schultz’s laboratory reported that the Tra1-SAGA hinge accommodates a putative α-helix belonging to a SAGA subunit other than Tra1^12^. This observation encouraged us to identify the residues forming the other side of the hinge and directly contacting the Tra1 CSI region. Besides Tra1, 18 subunits form the *S. pombe* SAGA complex^39^. Genetic, biochemical and structural evidence suggests that of these, Ada1, Taf12 and Spt20 are candidates to anchor Tra1 within SAGA^11,12,36,37,40,41^. Silver staining analyses revealed that Tra1 is undetectable in SAGA purified from *spt20*Δ mutants, without any other visible changes in its overall migration profile (Fig. 6a). Spt20 is therefore essential for Tra1 incorporation into SAGA.

**Fig. 6:**
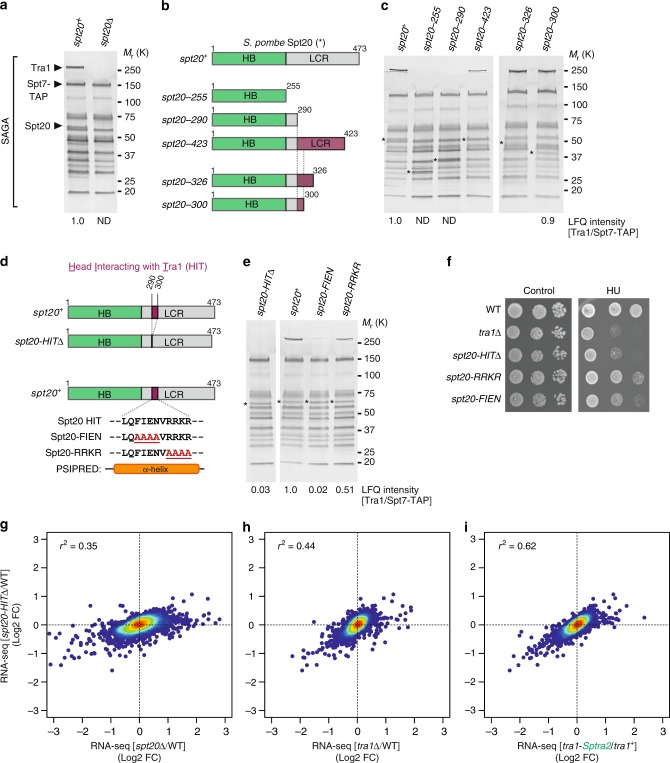
Spt20 anchors Tra1 into the SAGA complex. **a** Silver staining of SAGA complexes purified from WT and *spt20*Δ strains, using Spt7 as the bait. A band corresponding to Spt20 disappears in *spt20*Δ mutants. **b** Schematic illustration of the different Spt20 truncation mutants constructed to identify the Head Interacting with Tra1 (HIT) region of Spt20 from *S. pombe*. Distinct colours depict Spt20 domains, defined as Homology Boxes (HB) and a Low Complexity Region (LCR). Each mutant is named after to the last residue present in the truncation mutant, which shortens the LCR to various extent, as illustrated. **c** Silver staining of SAGA complexes purified from WT and *spt20* truncation mutants, using Spt7 as the bait. Numbers at the bottom of the gel represent LFQ intensity ratios of Tra1 to Spt7, from LC-MS/MS analyses of purified SAGA complexes (ND: not detected or <1% of WT). Purple colouring depicts the region of Spt20 required for Tra1-SAGA interaction as inferred from each truncation mutant. Asterisks indicate the position of the WT and mutant Spt20 proteins in purified SAGA. **d** Schematic illustration of the deletion or point mutations within Spt20 HIT region, narrowed down to residues 290–300 (purple-coloured box) and predicted to fold into a α-helix, using PSI-blast based secondary structure PREDiction (PSIPRED^70^). **e** Silver staining of SAGA complexes purified from WT, *spt20-HIT*Δ, s*pt20-FIEN* and *spt20-RRKR* mutants, using Spt7 as the bait. Numbers at the bottom of the gel represent LFQ intensity ratios of Tra1 to Spt7, from LC-MS/MS analyses of purified SAGA complexes. Values for each mutant are expressed as percentage of WT SAGA. Asterisks indicate the position of the WT and mutant Spt20 proteins in purified SAGA. **f** HU sensitivity of *spt20-HIT*Δ, s*pt20-FIEN* and *spt20-RRKR* mutants, as compared with *tra1*Δ mutant strains. Tenfold serial dilutions of exponentially growing cells of the indicated genotypes were spotted either on rich medium (control) or medium supplemented with 5 mM HU and incubated for 3 days at 32 °C. **g**–**i** Density scatter plots plots from RNA-seq data comparing *spt20-HIT*Δ mutants (*y*-axis) with either *spt20*Δ mutants (*x*-axis in **g**), *tra1*Δ mutants (*x*-axis in **h**), or *tra1-Sptra2* mutants (*x*-axis in **i**), relative to isogenic WT controls (*n* = 3 independent biological samples). Statistical significance and correlation were analysed by computing the Pearson coefficient of determination (*r*^2^ = 0.35 for *spt20-HIT*Δ vs. *spt20*Δ; *r*^2^ = 0.44 for *spt20-HIT*Δ vs. *tra1*Δ; *r*^2^ = 0.62 for *spt20-HIT*Δ vs. *tra1-Sptra2*; *P* *<* 0.0001). Source data are provided as a Source Data file

*S. pombe* Spt20 is 474-residue long and comprises an N-terminal half that contains several conserved regions, named homology boxes (HB)^42^, and a C-terminal low-complexity region (LCR) (Fig. 6b). Deletion of the Spt20 N-terminal half (residues 1–255) abolished its interaction with SAGA (Supplementary Table 1), indicating that this portion of Spt20 mediates its integration into the complex. Silver staining analyses of SAGA purified from mutants that remove various lengths of the Spt20 C-terminal LCR identified a short region of 11 residues that is crucial for Tra1-SAGA interaction (Fig. 6c). Quantitative MS analyses confirmed that Tra1 does not interact with SAGA in *spt20–290* mutants, in which residues 291–474 are deleted, whereas normal levels of Tra1 are detected in *spt20–300* mutants, in which residues 301–474 are deleted (Fig. 6c).

Structure prediction identified an α-helix in this region, which we coined the head interacting with Tra1 (HIT) (Fig. 6d). Silver staining and quantitative MS analyses of SAGA purified from mutants in which the Spt20 HIT region is deleted (*spt20-HIT*Δ) confirmed its importance for Tra1 interaction (Fig. 6e). Similarly, mutating the HIT identified four residues, FIEN, that are important for Tra1 incorporation into SAGA, whereas the four positively charged RRKR residues contribute less (Fig. 6e). We verified that all Spt20 truncation, deletion and point mutants are expressed at levels comparable to those of wild-type Spt20 (Supplementary Fig. 10a) and, importantly, are present in purified SAGA complexes (asterisk in Fig. 6c, e). Furthermore, in all these mutants, Tra1 is expressed at levels similar to those observed in WT cells (Supplementary Fig. 10b). This observation suggests that unassembled Tra1 is stable, contrary to core SAGA subunits^40^, and folded correctly, in agreement with the similarity of Tra1 structures whether alone or within SAGA^7^.

We next evaluated the phenotype of *spt20-HIT* mutant strains. Similar to *tra1*Δ mutants, *spt20-HIT*Δ and *spt20-FIEN* mutants are sensitive to HU, whereas *spt20-RRKR* show milder defects, as compared with wild-type cells (Fig. 6f). 

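In this experiment, 3 cultures each of spt20Δ and spt20-HITΔ cells were compared with the 3 WT cultures of Figs. 1 and 5. The labels of the spt20-HITΔ libraries name the allele in 2 ways, as TID in the title and as HITD in the genotype, and the genotype was followed. Total counts per library ranged from 4811942 to 6684023 (median 5701816) in spt20Δ and from 5968615 to 6419440 (median 6317640) in spt20-HITΔ. The counts were made, deposited and fitted like those of the other mutants. The spt20 mRNA (SPAC4D7.10c) fell from 41.3 ± 4.28 CPM in WT to 4.17 ± 0.789 CPM in spt20Δ (SD, n = 3; log2 fold change −3.29, standard error 0.17, adjusted p = 1.56e-05 from edgeR). In spt20-HITΔ, which removes the part of the gene that encodes the HIT region and whose genotype label, unlike those of the other strains, also names a PK3 tag, it was 26.8 ± 4.61 CPM against 39.9 ± 4.17 CPM in WT, and the change was not called (log2 fold change −0.58, standard error 0.14, adjusted p = 0.0728 from edgeR).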

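Against WT, 631 of 4920 genes tested were DEGs in spt20Δ, 349 higher and 282 lower, and 18 of 4887 in spt20-HITΔ, 2 higher and 16 lower. In spt20-HITΔ, 1076 genes had an unadjusted p-value under 0.05. The count in spt20Δ was 403 without WT replicate 1 and 719 without spt20Δ replicate 3. That in spt20-HITΔ was 0 without WT replicate 1, WT replicate 2 or spt20-HITΔ replicate 3, and at most 12, without spt20-HITΔ replicate 2. At the adjusted p-value it was 97 with DESeq2's Wald test, 69 with its shrunken fold changes and 87 in a single fit of all 36 libraries. With the replicate number as a block it was 110, where deviations of like-numbered cultures correlated at 0.0111, 0.431 and 0.524. With at least 10 counts in every library it was 9. It moved most, to 126, when the threshold was put on the unadjusted p-value. In spt20Δ, pex7 fell from 1338 ± 162 to 79.9 ± 14.4 CPM (SD, n = 3; log2 fold change −4.07, standard error 0.15, adjusted p = 1.23e-06 from edgeR) and cbm1 from 598 ± 73.2 to 48.0 ± 6.69 CPM (−3.63, standard error 0.13, adjusted p = 1.23e-06 from edgeR), whereas mug147 rose (3.30). ght5 rose in spt20Δ by 3.23 on the log2 scale, uncertain because of its shared windows and not called without WT replicate 1 (3.33), spt20Δ replicate 1 (3.09) or spt20Δ replicate 2 (2.94). The gene dsc4, which lies next to spt20, rose in spt20Δ by 0.64 on the log2 scale, although the label of that strain names no tag. In spt20-HITΔ, gdt1 fell (log2 fold change −6.00), SPBC23G7.10c fell (−3.69) and dsc4 rose (0.62). Each of these 3 calls was lost in some of the fits that left out a library, gdt1 without WT replicate 1 (−5.96), WT replicate 2 (−5.99) or spt20-HITΔ replicate 3 (−5.49), SPBC23G7.10c without WT replicate 1 (−3.61), among others, and dsc4 in all 6 of them (0.60 to 0.65). gst2, lower in tra1Δ and in tra1-Sptra2 (−2.05), fell in spt20Δ (−1.68, adjusted p = 0.00051 from edgeR) and in spt20-HITΔ (−1.42, adjusted p = 0.0252 from edgeR), where it was not called.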

RNA-seq analyses of *spt20*Δ and *spt20-HIT*Δ mutants revealed similar transcriptomic changes to those observed in *tra1-Sptra2* and *tra1*Δ mutants, as compared with a wild-type strain. Comparing *spt20-HIT*Δ with *spt20*Δ mutants revealed that the Spt20 HIT region contributes to the expression of only a subset of Spt20-dependent genes (*r*^2^ = 0.35) (Fig. 6g), consistent with the HIT region being specifically involved in Tra1 interaction. Indeed, we observed a better correlation between *spt20-HIT*Δ and *tra1*Δ mutants (*r*^2^ = 0.44) (Fig. 6h). 

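Across 4884 genes, which are not independent replicates, the r2 of the log2 fold changes of spt20-HITΔ and spt20Δ was 0.306 (jackknife standard error over libraries 0.056). It was 0.237 without spt20-HITΔ replicate 2 and 0.336 without WT replicate 3. Simulated unchanged groups that share WT gave 0.250 on average and 0.318 at most. With different WT libraries, r2 was 0.216. The highest r2 in 10 simulations of that setting, added after the data were seen, was 0.00288. Within the limit of the simulations, this argues against independent deviations of the WT libraries as the whole source of the correlation. A deviation common to all 3 WT cultures enters both fold changes in either setting. It was not simulated and stays open. Compared directly, 209 of 4909 genes tested differed between spt20Δ and spt20-HITΔ, 133 higher and 76 lower in spt20Δ. This count was 39 without spt20Δ replicate 1 and 329 without spt20-HITΔ replicate 2. From the r2 of the mutants, the paper concludes that the HIT region contributes to the expression of only part of the genes that depend on Spt20, which it relates to a specific role of the region in the interaction with Tra1.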

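Between spt20-HITΔ and tra1Δ, r2 across 4882 genes, which are not independent replicates, was 0.462 (jackknife standard error 0.093), and between 0.385 and 0.533 with a library left out. The shared WT gave 0.253 on average and 0.298 at most in the simulated groups. With different WT libraries for each mutant, the value was 0.291. Of 100 splits of the libraries, 30 in a first draw and 26 in a second gave an r2 as large as that of the real split on differences of mean log2 CPM, 0.449. Since these splits mix WT and mutant libraries, they can carry real differences between strains, and their share does not measure chance alone. The difference between the r2 of spt20-HITΔ with tra1Δ and that with spt20Δ was not tested.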

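The log2 fold changes of spt20-HITΔ and tra1-Sptra2 had an r2 of 0.746 across 4885 genes, which are not independent replicates (jackknife standard error 0.086). This was the highest of the 3 values computed for spt20-HITΔ, as it was with Spearman's rank correlation (0.647) and with different WT libraries for each mutant (0.527). Leaving out spt20-HITΔ replicate 2 gave the lowest value, 0.609. Simulated unchanged groups that share WT gave 0.251 on average and 0.310 at most. On differences of mean log2 CPM the real split gave an r2 of 0.685, and 5 of 100 splits of the libraries gave one as large, in both draws. These splits too mix WT and mutant libraries, so their share does not measure chance alone. Compared directly, 2 of 4886 genes tested differed between spt20-HITΔ and tra1-Sptra2, and 446 had an unadjusted p-value under 0.05. Chosen after their values were seen because the count is small, they are gal7 (log2 fold change −1.05, adjusted p = 0.00622 from edgeR) and inv1 (−2.42, adjusted p = 0.00594 from edgeR), both lower in spt20-HITΔ. Without spt20-HITΔ replicate 2, 63 genes differed, whereas 0 did without any 1 of the tra1-Sptra2 replicates.

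**Figure D3:**
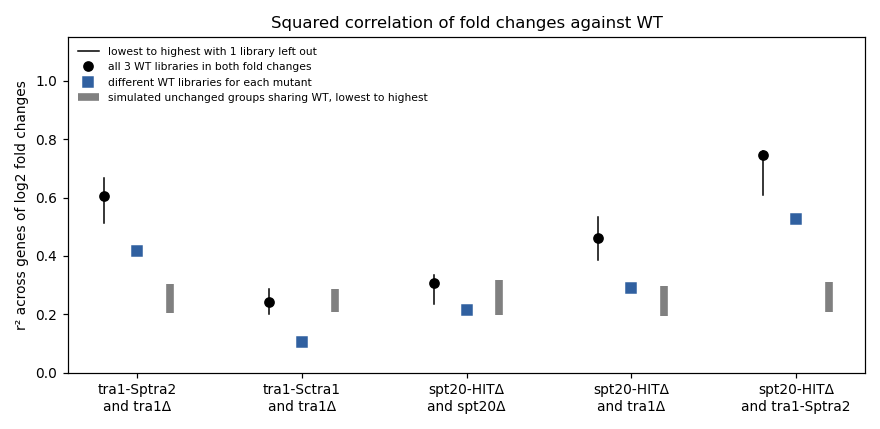
Squared Pearson correlation across genes of the log2 fold changes against WT, for 5 pairs of mutants. Black points use all 3 WT libraries for both mutants, black lines span the fits that left out 1 library, blue squares use different WT libraries for each mutant and grey bars span the simulated unchanged groups that share WT. The black points lie at 0.605, 0.241, 0.306, 0.462 and 0.746, and those at 0.241 and 0.306 lie within their grey bars. The blue squares of these 2 pairs lie at 0.107 and 0.216. Simulated unchanged groups with different WT libraries gave at most 0.00302 and 0.00288 for them.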

Remarkably, the strongest correlation was obtained when comparing *spt20-HIT*Δ with *tra1-Sptra2* mutants (*r*^2^ = 0.62) (Fig. 6i), i.e., strains in which the hinge is mutated on either side of the same interaction surface. Altogether, these biochemical and functional approaches identified a narrow region of Spt20 that is necessary to integrate Tra1 into SAGA, likely by direct interaction with the Tra1 CSI region.

### Spt20 is necessary for Tra1 incorporation in *S. cerevisiae*

Such a restricted and specific interaction surface might have appeared specifically in *S. pombe*, because Tra1 and Tra2 diverged enough to interact exclusively with either SAGA or NuA4. We thus sought to identify a homologous Spt20 HIT region in *S. cerevisiae*, in which a single Tra1 protein can interact with both SAGA and NuA4.

Although *S. pombe* and *S. cerevisiae* Spt20 orthologs diverged substantially^42^, their overall domain organisation is similar. We thus focused our mutational analysis of *S. cerevisiae* Spt20 to a region located between the HB and the LCR (Fig. 7a). Silver staining analyses of *S. cerevisiae* SAGA purified from mutants that remove various lengths of the Spt20 C-terminal LCR identified a short region of 18 residues (474–492) that is critical to incorporate Tra1 into SAGA (Fig. 7b). Quantitative MS analyses confirmed the importance of this region for Tra1 interaction with SAGA. Indeed, <3% of Tra1 is detected in Spt7 purification eluates from *spt20–474* mutants, as compared with *spt20–492* mutants or WT controls (Fig. 7c). Western blotting of Spt20 truncation mutants confirmed that each mutant is still present in SAGA (Fig. 7d). Finally, secondary structure prediction identified a α-helix in this region (Fig. 7a), further arguing that the Spt20 HIT region is functionally and structurally conserved between *S. pombe* and *S. cerevisiae*.

**Fig. 7:**
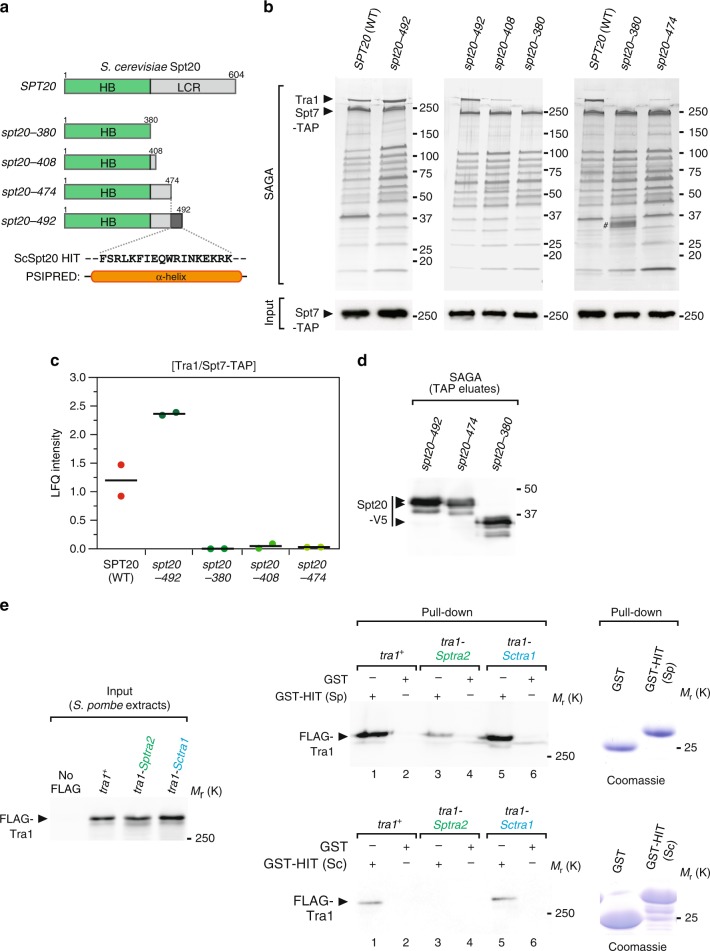
The Spt20 HIT region is conserved and sufficient to incorporate Tra1 into SAGA. **a** Schematic illustration of the different Spt20 truncation mutants constructed to identify the Head Interacting with Tra1 (HIT) region of Spt20 from *S. cerevisiae*. Distinct colours depict Spt20 domains, defined as Homology Boxes (HB) and a Low Complexity Region (LCR). Each mutant is named after to the last residue present in the truncation mutant, which shortens the LCR to various extent, as illustrated. **b** Silver staining of *S. cerevisiae* SAGA complexes purified from WT and *spt20* truncation mutants, using Spt7 as the bait. Below is an anti-HA western blot of HA-Spt7-TAP in a fraction of the input used for TAP. Data are representative of three independent experiments. Hashtag indicates a doublet band likely resulting from an artefact of silver staining. In *S. cerevisiae*, the HIT region of Spt20 is narrowed down to residues 474–492 (purple-coloured box) and predicted to fold into a α-helix by PSIPRED^70^ (left). **c** LC-MS/MS analyses of *S. cerevisiae* SAGA complexes purified from WT, *spt20–492*, *spt20–380*, *spt20–408*, and *spt20–474* truncation mutants, as in panel **b**. LFQ intensity ratios of Tra1 were normalised to the bait, Spt7. Ratios from two independent experiments are plotted individually with the mean (black bar). **d** Western blot analyses of V5-tagged Spt20 truncation mutants in SAGA complex eluates from panel **b**. **e** GST pull-down of *S. pombe* protein extracts from WT, *tra1-Sptra2*, and *tra1-Sctra1* strains, using GST fused to *S. pombe* (Sp) Spt20 HIT region (residues 282–324) (top right panel) or GST fused to *S. cerevisiae* (Sc) Spt20 HIT region (residues 468–537) (bottom right panel). GST alone serves as a negative control for background binding to glutathione beads. Anti-FLAG western blotting is used to detect WT and hybrid Tra1 proteins bound to GST or GST-HIT columns (right panel) and in a fraction (0.6%) of the input used for the pull-downs. Data that are representative of three independent experiments. Coomassie blue staining of purified GST fusion proteins are shown on the right. Source data are provided as a Source Data file

### The Spt20 HIT region is sufficient for Tra1 interaction

We next asked whether the Spt20 HIT region is sufficient to interact with Tra1. For this, a peptide of about 50 residues encompassing the HIT region from either *S. pombe* or *S. cerevisiae* was immobilised on a column, through fusion to GST, and incubated with *S. pombe* protein extracts prepared from wild-type, *tra1-Sptra2* and *tra1-Sctra1* strains. We observed that both recombinant Spt20 HIT fragments specifically pull-down wild-type *S. pombe* Tra1, as compared with GST alone (lanes 1 vs. 2, Fig. 7e). Similar levels of the Tra1-ScTra1 hybrid are recovered on the GST-HIT column (lanes 5 vs. 6, Fig. 7e). Consistent with our in vivo observations that the Tra1 CSI region mediates this interaction, lower amounts of the Tra1-SpTra2 hybrid mutant are recovered on the GST-HIT column (lane 3 vs. 4, Fig. 7e). Overall, these experiments indicate that the Spt20 HIT region folds into a α-helix that is both necessary and sufficient for anchoring Tra1 in two highly divergent yeast species. We have thus elucidated the structural elements forming the narrow hinge and mediating the specific contact between Tra1 and the rest of SAGA. Notably, only a few residues are involved, in agreement with the peripheral position of Tra1 within SAGA^12^.

### Tra1 orchestrates an ordered pathway for SAGA assembly

Throughout this study, quantitative MS analyses of *S. pombe* SAGA purified from various mutants revealed an unexpected finding: the amount of DUB module subunits within SAGA consistently decreased when Tra1 is unassembled. For instance, we measured a reproducible decrease of both Sgf73 and Ubp8 in Spt7 purified from *tra1*Δ or β-estradiol-treated *tti2-CKO* cells, as compared with isogenic controls (Fig. 8a, b). Similarly, mutating either side of the hinge reduces the amount of both Sgf73 and Ubp8 in SAGA purifications, as observed in *spt20–290*, *spt20-HIT*Δ, *spt20-FIEN* and *tra1-Sptra2* mutants (Hinge in Fig. 8a, b) (Supplementary Table 2). In contrast, the levels of Sgf73 and Ubp8 do not change in Spt7 purifications from *spt20–300*, *spt20-RRKR* and *tra1-Sctra1* strains, in which Tra1 incorporates into SAGA (Supplementary Table 2). The other two DUB subunits, Sgf11 and Sus1, are ~10 kDa, and therefore less reliably quantified by MS. The reproducibility of this effect across distinct mutants that all affect Tra1 incorporation suggested that Tra1 promotes assembly of the DUB module into SAGA.

**Fig. 8:**
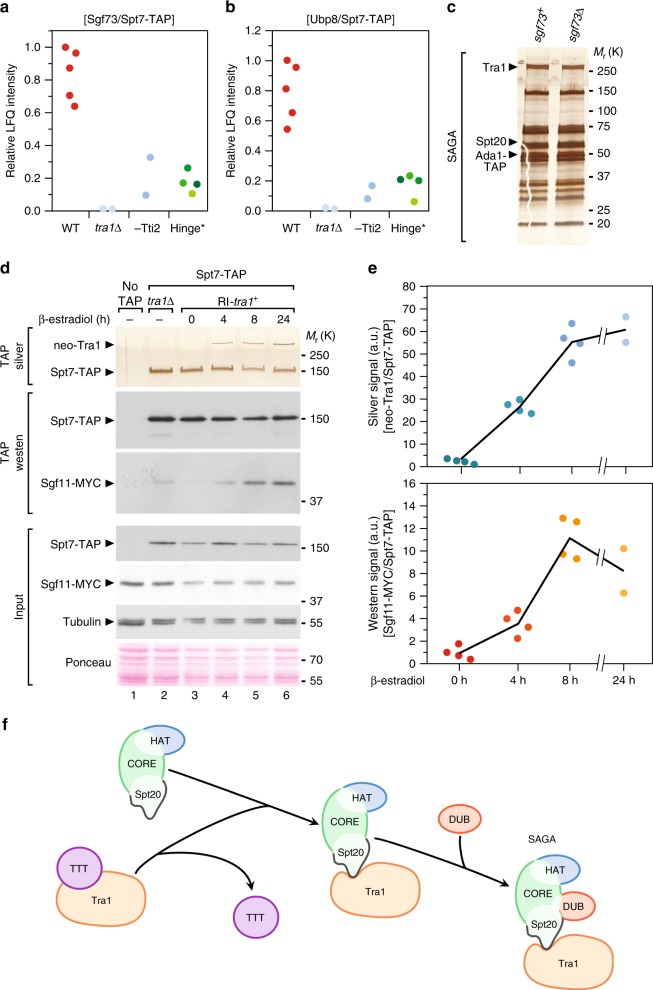
Tra1 promotes DUB module assembly into SAGA. **a**, **b** LC-MS/MS analysis of SAGA complexes purified from mutants defective in Tra1-SAGA interaction, including *tra1*Δ (*n* = 2) and β-estradiol-treated *tti2-CKO* mutants (-Tti2, *n* = 2, grown as indicated in Fig. 2a), as well as four distinct mutants that disrupt the hinge region (Hinge). These include *tra1-Sptra2*, *spt20–290*, *spt20-HIT*Δ and *spt20-FIEN* mutants, labelled from dark to light green, respectively. Relative LFQ intensity ratios of Sgf73 (**a**) and Ubp8 (**b**) to the bait, Spt7, from independent experiments or mutants are plotted individually. **c** Silver staining of SAGA complexes purified from WT (*sgf73*) or *sgf73*Δ mutants, using Ada1 as the bait. Data are representative of three independent experiments. **d** Silver staining and western blotting of SAGA complexes purified upon Tra1 synthesis (neo-Tra1) from a strain in which the DUB subunit Sgf11 is MYC-tagged. *spt7-TAP RI-tra1 sgf11-MYC* cells were grown to exponential phase and harvested at different time points after β-estradiol addition, as indicated (hours). SAGA was purified from a *tra1*Δ strain as a control for the complete loss of Tra1 from SAGA and from a non-tagged strain (no TAP) as a control for background. Silver staining reveals Spt7 and Tra1, which migrate around 150 and 400 kDa, respectively. Anti-HA and anti-MYC western blotting of Spt7-TAP and Sgf11-MYC in a fraction of the input (Input) and in TAP eluates (TAP) is shown below. An anti-tubulin antibody and Ponceau red staining are used as loading controls. Data are representative of four independent experiments, quantified and averaged in (**e**). **e** Quantification of the ratio of Tra1 to Spt7 from silver stained gels (top) and of the ratio of Sgf11-MYC to Spt7-TAP from western blots (bottom). Signal intensities were quantified from four independent experiments (*n* = 4), except at 24 h (*n* = 2). Each data point was plotted individually. **f** Working model for the last steps of SAGA assembly. The core subunits (Spt7, Ada1 and TAFs), the HAT module (Gcn5, Ada2, Ada3 and Sgf29) and Spt20 form a pre-assembled complex. The Hsp90 cochaperone TTT promotes the maturation of nascent Tra1, which is then anchored to SAGA by the HIT domain of Spt20. Consequently, Tra1 stabilises the interaction of the DUB module (Sgf73, Ubp8, Sgf11 and Sus1) with SAGA to form a mature, fully active multifunctional transcriptional co-activator complex. Source data are provided as a Source Data file

We first asked whether, conversely, the DUB module stabilises Tra1 within SAGA. In *S. cerevisiae*, Sgf73 is critical to anchor the DUB module into SAGA^43^. Mass spectrometry analyses confirmed that, in *S. pombe sgf73*Δ mutants, the DUB subunits Ubp8, Sgf11 and Sus1 are absent from SAGA purifications (Supplementary Table 3). In contrast, silver staining and MS analyses of SAGA indicated that Spt20 and Tra1 assembly were unaffected in *sgf73*Δ mutants (Fig. 8c). Altogether, these results suggest that SAGA assembly follows a unidirectional, ordered pathway, in which Spt20 anchors Tra1, which then stabilises the DUB module.

To test this hypothesis directly, we purified SAGA from *RI-tra1* strains (Fig. 3a), in which endogenous Sgf11 is tagged with a MYC epitope. We then concomitantly monitored the assembly kinetics of both newly synthesised Tra1 and the DUB module. We first confirmed that Sgf11 interacts less strongly with Spt7 in *tra1*Δ mutants or untreated *RI-tra1* cells, as compared with control conditions (lanes 2 and 3 vs. 6, Fig. 8d). We then observed a progressive increase in the amount of Sgf11 interacting with Spt7 upon β-estradiol treatment and de novo Tra1 incorporation (Fig. 8d). Quantification of four independent experiments confirmed the reproducibility of these observations (Fig. 8e). Supporting the existence of an ordered assembly pathway, comparing the relative levels of Sgf11 and Tra1 in SAGA at 4 h of induction shows that integration of the DUB module is slightly delayed compared with Tra1.

Overall, we accumulated functional and biochemical evidence supporting a model in which nascent Tra1 is recognised by the Hsp90 cochaperone TTT, possibly to catalyse its folding into a mature conformation. Tra1 is assembled by direct interaction with a small region of Spt20 and then promotes the incorporation of the DUB module within SAGA (Fig. 8f).

## Discussion

Many chromatin and transcription regulators function within large multimeric complexes. Deciphering the principles that govern their assembly is key to understanding their structural organisation, function and regulation. Our work brings several mechanistic insights into the de novo assembly and modular organisation of two such complexes, SAGA and NuA4. First, the Hsp90 cochaperone TTT promotes Tra1 and Tra2 incorporation into SAGA and NuA4, respectively. Second, structure-guided mutational analyses elucidated the specificity of Tra1 interaction with SAGA *vs*. NuA4. The topology of the Tra1-SAGA interaction surface consists of a small region of the Tra1 FAT domain contacting a single α-helix of the core subunit Spt20. Third, in contrast to the general role of Tra2 in NuA4 complex formation, Tra1 specifically controls the incorporation of the DUB module into SAGA, uncovering an ordered pathway of SAGA assembly.

We show here that SAGA and NuA4 require a dedicated chaperone machinery to be fully assembled. A recent study in human cells showed that both the TFIID-specific subunit TAF5 and its SAGA-specific paralog TAF5L require a specific chaperone, the CCT chaperonin, for their incorporation into pre-assembled modules^44^. Our work therefore contributes to the emerging concept that dedicated chaperone machineries and ordered pathways control the de novo assembly of chromatin- and transcription-regulatory complexes.

Studies in mammals revealed that the pleiotropic HSP90 chaperone is specifically recruited to PIKKs by a dedicated cochaperone, the TTT complex, to promote their stabilisation and assembly into active complexes^14–19^. In contrast, the effect of TTT on the Tra1 pseudokinase, the only inactive member of the PIKK family, is less characterised. TTT stabilises TRRAP in human cells^14,17–19^ and several studies reported physical and genetic interaction between Tra1 and TTT components in yeast^11,20–23^. We accumulated functional and biochemical evidence that, in *S. pombe*, Hsp90 and TTT promote the incorporation of Tra1 and Tra2 into the SAGA and NuA4 complexes, respectively. In agreement, we found that the TTT subunit Tti2 contributes to Tra1- and Tra2-dependent gene expression, as well as SAGA and NuA4 promoter recruitment. Therefore, although Tra1 is the sole catalytically inactive member of the PIKK family, it shares a dedicated chaperone machinery with active PIKK kinases for its folding, maturation, and assembly into a larger complex.

Phylogenetic analyses of PIKK orthologs in various organisms indicate that the Tra1 pseudokinase appeared early in the eukaryotic lineage, concomitantly with other PIKKs (our unpublished observations). As expected for a pseudokinase, catalytic residues diverged substantially. However, Tra1 orthologs retain the distinctive domain architecture of all PIKKs, which consists of a long stretch of helical HEAT repeats, followed by TPR repeats forming the FAT domain, preceding the FRB, PI3K-like and FATC domains. It is thus tempting to speculate that the requirement of PIKKs for a dedicated cochaperone explains the selection pressure that is observed on the sequence and domain organisation of Tra1, in the absence of conserved, functional catalytic residues. For example, the short, highly conserved C-terminal FATC domain loops back close to the active site and is critical for mTOR kinase activity^45^. Similarly, we found that the FATC domain is essential for Tra1 incorporation into SAGA (our unpublished observations), perhaps through allosteric control of the folding and positioning of the CSI region, which directly contacts SAGA.

Biochemical and functional evidence suggested that the Tra1 pseudokinase serves as a scaffold for the assembly and recruitment of the SAGA and NuA4 complexes to chromatin. *S. pombe* provides a unique opportunity to better understand its roles within each complex because it has two paralogous proteins, Tra1 and Tra2, and each has non-redundant functions that are specific for SAGA and NuA4, respectively^11^. Our work indicates that, within SAGA, Tra1 has specific regulatory roles and does not scaffold the entire complex but, rather, controls the assembly of the DUB module. In contrast, Tra2 contributes to the overall integrity of NuA4. In agreement, the most recent structures of yeast SAGA and NuA4 showed different positions of Tra1 relative to other subunits. Within SAGA, Tra1 localises to the periphery of the complex^12^ and directly interacts with Spt20 (Figs. 6, 7), whereas it occupies a more central position within NuA4 and contacts several different subunits^13^. We therefore anticipate that the single Tra1 protein found in most other eukaryotic organisms has distinct architectural roles between SAGA and NuA4 and functions as a scaffold only within the NuA4 complex.

However, what determines the distribution of Tra1 between SAGA and NuA4 remains elusive. One possibility is that SAGA- and NuA4-specific subunits compete for binding to the Tra1 CSI region. This mechanism would be similar to that described for mTOR assembly into the TORC1 and TORC2 complexes. Their structures revealed that the TORC1-specific subunit Raptor and the TORC2-specific subunit Rictor compete for binding to the same HEAT repeats of mTOR^46,47^. Similarly, electron microscopy and cross-linking coupled to MS indicate that the Tra1 FAT domain makes extensive contacts with several distinct NuA4 subunits^13,38^. We speculate that these interactions would sterically hinder the binding of Spt20 to the three α-helices forming the Tra1 CSI region (Fig. 5a). Higher resolution structures and further biochemical studies are required to test this hypothesis and explain why Tra1 binding to SAGA and NuA4 is mutually exclusive.

In marked contrast with *S. cerevisiae* and mammals, a *tra1*Δ deletion mutant is viable in *S. pombe*, enabling detailed biochemical and genetic studies that are more difficult in other organisms^6^. Taking advantage of this opportunity, we made significant progress in our understanding of the topological organisation of the Tra1-SAGA interface. The latest structure of SAGA clearly shows that Tra1 occupies a peripheral position and interacts with the rest of the complex through a narrow and flexible surface interaction, forming a hinge^12^. Our structure–function analyses identified the residues that constitute the hinge. Specifically, a small 50-residue region of the large Tra1 protein dictates the specificity of its interaction with SAGA. The homologous region from *S. pombe* Tra2 diverged such that it cannot interact with SAGA. Conversely, within the hinge, a density predicted to form a α-helix not attributable to Tra1 was observed at the threshold used to resolve Tra1 secondary structure elements^12^. Here, we demonstrate that a short portion of Spt20, which we named the HIT region, is both necessary and sufficient to anchor Tra1 within SAGA. The strong dependency of Tra1 on Spt20 HIT region (Figs. 6, 7) suggests that these residues constitute the main interface between Tra1 and the rest of SAGA, allowing the construction of unique separation-of-function mutations for phenotypic and functional analyses. The exact roles of Tra1/TRRAP have been challenging to study genetically because of its presence in both SAGA and NuA4^30^ and of its essential roles in *S. cerevisiae* proliferation or during mouse early embryonic development^9,48^. As shown in *S. cerevisiae* (Fig. 7), identifying the residues mediating Tra1-SAGA interaction paves the way for addressing this issue.

Previous work suggested that Ada1 contributes to Tra1 incorporation into SAGA^40^ and that Taf12 might form part of the hinge^12,36^. Biochemical and functional evidence indicates that these subunits heterodimerize, as part of an octamer of histone folds forming the structural core of SAGA, analogous to that of TFIID^2^. Even if specific residues of Ada1 and/or Taf12 directly contact Tra1 and stabilise its interaction with SAGA, we predict that their contribution will be minor, at least under the experimental conditions tested here. Our results demonstrate that the Spt20 HIT region is both necessary and sufficient for Tra1 incorporation into SAGA, in two highly divergent yeast species. Importantly, quantitative MS analyses show that Ada1 and Taf12 incorporation into SAGA does not require Spt20 (Supplementary Table 1). Nonetheless, it is formally possible that deleting or mutating the Spt20 HIT region affects Ada1 and/or Taf12 conformation and position within SAGA, such that their putative contacts with Tra1 are weakened.

Finally, analysis of SAGA conformations revealed continuous movements between Tra1 and the rest of SAGA, around the hinge^12^. This observation may have important implications for the allosteric regulation of SAGA activities. Indeed, such structural flexibility suggests that the interaction between Tra1 and Spt20 is dynamic. Therefore, depending on the conformation of the entire complex, Tra1 might directly interact with subunits other than Spt20, including Ada1 and Taf12. Understanding the molecular basis and the functional relevance of this flexibility is an important goal of future research projects, but it will require innovative methodological approaches. Overall, our findings open new perspectives to understand the molecular mechanism by which Tra1 modulates SAGA enzymatic activities upon binding transcription activators.

Recent seminal work established that complexes are generally assembled by ordered pathways that appear evolutionarily conserved^1^. Biochemical analyses of SAGA in various mutants suggested that the last steps of SAGA assembly occur through an ordered pathway. Indeed, Spt20 is required for both Tra1 and DUB incorporation into SAGA, while Tra1 stabilises the DUB, but not Spt20. Conversely, the DUB module does not regulate Spt20 or Tra1 assembly. Finally, monitoring the fate of the DUB component Sgf11 upon Tra1 de novo synthesis supports a model in which Tra1 interacts with Spt20 and then promotes incorporation of the DUB module (Fig. 8f). However, Tra1 is presumably not directly recruiting the DUB module into SAGA. Recent structural analyses indicate that Tra1 does not stably contact any DUB component in most mature SAGA conformations^12^. Rather, Tra1 might stabilise DUB incorporation during the assembly process, either through transient direct interaction or indirectly, by inducing a conformational change within Spt20 that allows SAGA-DUB interactions. Combining our work with previous structural and biochemical analyses suggests that Spt20 directly contacts the DUB anchor subunit, Sgf73, although a higher resolution structure of SAGA is needed to validate this hypothesis.

To conclude, these results contribute to our understanding of the mechanisms and pathways by which multifunctional transcription complexes assemble, which is essential to characterise their structural organisation and regulatory roles. The current model for Tra1 function postulates that it transmits the transactivation signal from promoter-bound transcription factors to SAGA and NuA4 activities, which have critical roles in both basal and inducible RNA polymerase II transcription. 

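As a share of the genes tested, DEGs made up 12.8% in tti2-CKO, 10.1% in tra2-CKO, 2.47% in tra1Δ and 12.8% in spt20Δ. The share was 3.71% in tra1-Sptra2, 0.286% in tra1-Sctra1, 0.368% in spt20-HITΔ and 1.14% in the creER control. The counts behind these last 3 shares were larger with DESeq2's Wald test, as was that of tra1Δ (184 against 121). With the replicate number as a block, the count of tra1-Sctra1 fell from 14 to 2. Those of spt20-HITΔ and creER rose to 110 and 182. More genes fell than rose in tra1Δ (66.9% of DEGs lower) and tra1-Sptra2 (70.3%). Fewer fell than rose in tra2-CKO (23.5% lower), where rises made up 77.1% with the replicate number as a block and 58.6% when trends with GC content and gene length were removed in the same fit. In spt20Δ 44.7% were lower, and rises made up 51.0% with RLE normalization. Without a minimum fold change, 1129 genes passed the adjusted p-value in tti2-CKO, 1128 in tra2-CKO, 179 in tra1Δ and 1274 in spt20Δ. The counts describe steady-state mRNA relative to the other genes of a library, since TMM normalization removes any change common to most genes. Those of tti2-CKO and tra2-CKO include genes called in creER. After their removal, among genes tested in all 4 comparisons, 101 of 579 DEGs in tti2-CKO were also called in the interaction with creER. In tra2-CKO, 17 of 419 were. A gene not called there can still differ in its response.

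**Figure D4:**
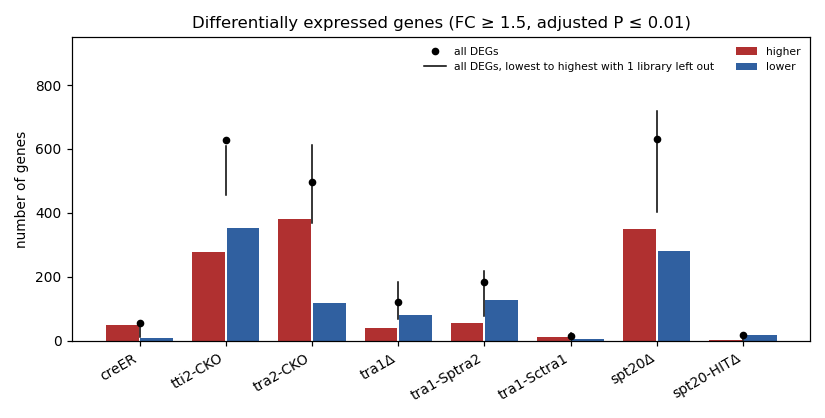
Number of DEGs (fold change of at least 1.5 and adjusted p-value of at most 0.01) in each comparison with DMSO or WT. Red bars are higher and blue bars lower genes, black points are both together and black lines span the counts with 1 of the 6 libraries left out. tti2-CKO, tra2-CKO and spt20Δ have the tallest bars, with 629, 497 and 631 DEGs in all.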

Along this line, we noted that only a small number of genes require Tra1, Tra2 and Spt20 for their expression in *S. pombe* (Figs. 1a, b, 5e, f, 6g–i, and Supplementary Fig. 3). However, our RNA-seq analyses measured transcript levels at steady state. Recent work using nascent RNA-seq demonstrated that SAGA has a much more global role on RNA polymerase II transcription in *S. cerevisiae*^49^. Therefore, it will be important for future studies to use such methodological approaches, in order to determine the genome-wide effects of SAGA and NuA4 on transcription rates in *S. pombe*. Our work opens exciting prospects for the characterisation of Tra1 exact roles during transcription initiation and of its specific contribution to SAGA and NuA4 regulatory activities.

## Methods

### Yeast manipulation and growth conditions

Standard culture media and genetic manipulations were used. *S. cerevisiae* strains were grown in YPD at 30 °C to mid-log phase (~1 × 10^7^ cells per ml). *S. pombe* strains were grown in either rich (YES) or minimal (EMM) media at 32 °C to mid-log phase (~0.5 × 10^7^ cells per ml). Proliferation assays were performed by inoculating single colonies in liquid media and counting the number of cells at different time points. For longer time courses, cultures were diluted to keep cells in constant exponential growth. Cell viability was assessed using 10 µL of the colorimetric dye methylene blue (319112, Sigma), which was incubated with a 50 µL suspension of exponentially growing yeast cells resuspended in PBS 1×. The number of blue-coloured dead cells was counted under a light microscope. For auxin-inducible targeted protein degradation (AID), cells were grown at 25 °C and treated with either 0.5 mM indol-3-acetic acid (IAA, I2886, Sigma) or ethanol. For CreER-loxP-mediated recombination, cells were treated with either 1 µM β-estradiol (E2758, Sigma) or DMSO, for either 18 h (*tti2-CKO* strains) or 21 h (*tra2-CKO* and control *creER* strains), unless otherwise indicated.

### Strain construction

All *S. pombe* and *S. cerevisiae* strains used are listed in Supplementary Table 4 and were constructed by standard procedures, using either chemical transformation or genetic crosses. Strains with gene deletions, truncations or C-terminally epitope-tagged proteins were constructed by PCR-based gene targeting of the respective open-reading frame (ORF) with *kanMX6*, *natMX6 or hphMX6* cassettes, amplified from pFA6a backbone plasmids^50,51^. For insertion of loxP sites, the same resistance cassettes were amplified from the pUG6 or pUG75 plasmids (Euroscarf #P30114, and #P30671, respectively)^52^. Constructions of point mutations, internal deletions or domain swaps in *spt20* and *tra1* were performed using a *ura4* cassette in a two step in vivo site-directed mutagenesis procedure^53^. Alternatively, CRISPR-Cas9-mediated genome editing was used, as described^54^, for example for marker-less N-terminal epitope tagging of *tra1*. DNA fragments used for homologous recombination were generated by PCR, Gibson assembly cloning (kit E2611L, New England Biolabs), or gene synthesis. Cloning strategies and primers were designed using the online fission yeast database, PomBase^55^. All relevant primer sequences are listed in Supplementary Table 5. Transformants were screened for correct integration by PCR and, when appropriate, verified by Sanger sequencing or Western blotting. For each transformation, 2–4 individual clones were purified and analysed.

Because the *tti2* gene is essential for viability in *S. pombe*^22^, C-terminal epitope tagging was performed in diploids, to generate heterozygous alleles. Their sporulation demonstrated that all C-terminally tagged Tti2 strains grew similarly to wild-type controls in all conditions that were tested.

### Plasmid construction

Auxin-inducible degron (AID) tagging was performed using a plasmid, DHB137, which we constructed by inserting three HA epitopes in fusion with the three copies of the mini-AID sequence from pMK151^56^. V5-PK tagging was performed using a plasmid, DHB123, which we constructed by inserting three V5 epitopes 5′ to the hphMX6 cassette into pFA6a-hphMX6 (Euroscarf #P30438)^51^. For GST pull-down assays, DNA fragments comprising either nucleotides +925 to +1054 from the *S. pombe spt20* ORF, encoding residues Asp282 to Ala324, or nucleotides +1402 to +1611 from the *S. cerevisiae SPT20* ORF, encoding residues Met468 to Ala537, were synthesised and amplified. Each product was then subcloned into pGEX-4T2 (GE Healthcare Life Sciences), 3′ and in frame to the GST coding sequence, using the Gibson assembly kit (E2611L, New England Biolabs), to generate the DHB179 and DHB193 plasmids, respectively.

### RT-qPCR

Reverse transcription and quantitative PCR analyses of cDNA were performed using RNA extracted from 50 mL of exponentially growing cells, as described^57^, and according to the MIQE guidelines^58^. Briefly, the total RNA was purified using hot, acidic phenol, and contaminating DNA was removed by DNase I digestion, using the TURBO DNA-free™ kit (AM1907, Ambion). One microgram of RNA was then reverse-transcribed (RT) at 55 °C with random hexanucleotide primers, using the SuperScript III First-Strand System (18080051, Thermo Fisher Scientific). Fluorescence-based quantitative PCR was performed with SYBR Green and used to calculate relative cDNA quantities, from the slope produced by standard curves for each primer pair, generated in each experiment. DNase-treated RNA samples were used as controls for the presence of genomic DNA contaminants. Standard curve slopes were comprised between −3.5 (90% efficiency) and −3.15 (110% efficiency), with an *r*^2^ > 0.9. All primer sequences are listed in Supplementary Table 5.

### Protein extraction

Protein extracts were prepared as described^57^. Briefly, 10–25 mL cultures of exponentially growing cells were homogenised by glass bead-beating in a FastPrep (MP Biomedicals). Proteins were extracted using either a standard lysis buffer (WEB: 40 mM HEPES-NaOH pH 7.4, 350 mM NaCl, 0.1% NP40 and 10% glycerol) or trichloroacetic acid (TCA) precipitation. WEB was supplemented with protease inhibitors, including complete EDTA-free cocktails tablets (04693132001, Roche), 1 mM PMSF (P7626, Sigma), 1 μg per ml bestatin (B8385, Sigma) and 1 μg per ml pepstatin A (P5318, Sigma). Protein concentrations were measured by the Bradford method. Ponceau red or Coomassie blue staining were used to normalise for total protein levels across samples.

### Western blotting and antibodies

Western blotting was performed using the following antibodies: peroxidase-anti-peroxidase (PAP) (P1291, Sigma, 1:2000); anti-Calmodulin binding protein (CBP) (RCBP-45A-Z, ICLab, 1:500); anti-tubulin (B-5–1–2, Sigma, 1:5000); anti-FLAG (M2, F1804, Sigma, 1:1000); anti-MYC (9E10, Agro-Bio LC; 9E11, ab56, Abcam, 1:1000; or rabbit polyclonal ab9106, Abcam, 1:1000); anti-V5 (SV5-Pk1, AbD Serotec, 1:1000); anti-HA (16B12, Ozyme; rabbit polyclonal, ab9110, Abcam, 1:1000). Protein concentrations were measured by the Bradford method and used to load equal amounts of proteins across samples. Quantification of signal intensity was performed using staining, film exposure or digital acquisition that were within the linear range of detection, as verified by loading serial dilutions of one sample, and analysed using ImageJ.

### Chromatin immunoprecipitation

ChIP experiments were performed as previously described^11^. Briefly, cell cultures were cross-linked in 1% formaldehyde for 30 min. Cells were then broken using a FastPrep (MP Biomedicals), and the chromatin fraction was sheared to 200–500 bp fragments using a Branson sonicator for nine cycles (10 s ON, 50 s OFF) at an amplitude of 20%. For immunoprecipitation (IP), 3–5 µg of anti-HA (16B12) or anti-Myc antibodies (9E11) were incubated overnight at 4 °C with the chromatin extracts and then coupled with 50 µl of protein-G-sepharose beads (GE17–0618–01, Sigma) during 4 h at 4 °C. ChIP DNA was quantified by fluorescence-based quantitative PCR using SYBR Green, as described for RT-qPCR analysis. Input (IN) samples were diluted 200-fold, while IP samples were diluted threefold. Relative occupancy levels were determined by dividing the IP by the IN value (IP/IN) for each amplicon. To determine the specificity of enrichment of the tagged protein, the corresponding untagged control samples were included in each ChIP experiment. All primer sequences are listed in Supplementary Table 5.

### Affinity purification

Protein complexes were purified by the tandem affinity purification (TAP) method, as described previously^39,59^, with minor modifications. One to four liters of exponentially growing cells were harvested, snap-frozen as individual droplets and grinded in liquid nitrogen using a Freezer/Mill^®^ (Spex SamplePrep). Protein extraction was performed in either WEB buffer or CHAPS-containing lysis buffer (CLB) buffer (50 mM HEPES-NaOH pH 7.4, 300 mM NaCl, 5 mM CHAPS, 0.5 mM DTT), supplemented with protease and phosphatase inhibitors. Following purifications, 10% of 2 mM EGTA eluates were concentrated and separated on 4–20% gradient SDS-polyacrylamide Tris-glycine gels (Biorad). Total protein content was visualised by silver staining, using the SilverQuest kit (LC6070, Thermo Fisher Scientific). For quantitative mass spectrometry analyses, 40% of 2 mM EGTA eluates were precipitated with TCA and analysed by mass spectrometry (MS). A downscaled version of the TAP procedure was used for standard co-immunoprecipitation followed by western blot analysis, as described previously^57^.

Recombinant GST and GST-HIT proteins were produced by IPTG induction of transformed BL21 Rosetta strains and purified on 100 μl of Glutathione Sepharose 4B beads (17075601, GE Healthcare Life Sciences), for 4–5 h at 4 °C. After washing, beads were further incubated overnight at 4 °C with 5–10 mg of *S. pombe* protein extracts prepared in WEB lysis buffer, before analysis by Coomassie blue staining and western blotting.

### Mass spectrometry and data analysis

Dry TCA precipitates from TAP eluates were denatured, reduced and alkylated. Briefly, each dry TCA precipitate sample was dissolved in 89 μL of TEAB 100 mM, and 1 μL of DTT 1 M was added before incubation for 30 min at 60 °C. A volume of 10 μL of IAA 0.5 M was added (incubation for 30 min in the dark). Enzymatic digestion was performed by addition of 1 μg trypsin (Gold, Promega, Madison USA) in TEAB 100 mM and incubation overnight at 30 °C. After completing the digestion step, peptides were purified and concentrated using OMIX Tips C18 reverse-phase resin (Agilent Technologies Inc.) according to the manufacturer’s specifications. Peptides were dehydrated in a vacuum centrifuge.

Samples were resuspended in 9 μL formic acid (0.1%, buffer A), and 2 µL were loaded onto a 15 cm reversed phase column (75 mm inner diameter, Acclaim Pepmap 100^®^ C18, Thermo Fisher Scientific) and separated with an Ultimate 3000 RSLC system (Thermo Fisher Scientific) coupled to a Q Exactive Plus (Thermo Fisher Scientific) via a nano-electrospray source, using a 143-min gradient of 2–40% of buffer B (80% ACN, 0.1% formic acid) and a flow rate of 300 nl per min.

MS/MS analyses were performed in a data-dependent mode. Full scans (375–1500 m z^−1^) were acquired in the Orbitrap mass analyser with a 70,000 resolution at 200 m z^−1^. For the full scans, 3 × 10^6^ ions were accumulated within a maximum injection time of 60 ms and detected in the Orbitrap analyser. The 12 most intense ions with charge states ≥ 2 were sequentially isolated to a target value of 1 × 10^5^ with a maximum injection time of 45 ms and fragmented by HCD (Higher-energy collisional dissociation) in the collision cell (normalised collision energy of 28%) and detected in the Orbitrap analyser at 17,500 resolution.

Raw spectra were processed using the MaxQuant environment (v1.5.0.0 or v1.5.5.1)^60^ and Andromeda for database search with label-free quantification (LFQ), match between runs and the iBAQ algorithm enabled^61^. The MS/MS spectra were matched against the UniProt reference proteome (Proteome ID UP000002485) of *S. pombe* (strain 972 / ATCC 24843) (Fission yeast) (release 2017_10, https://www.uniprot.org/), 250 frequently observed contaminants, as well as reversed sequences of all entries. Different release versions were used, depending on the date of analysis (Supplementary Table 6). Enzyme specificity was set to trypsin/P, and the search included cysteine carbamidomethylation as a fixed modification and oxidation of methionine, and acetylation (protein N-term) and/or phosphorylation of Ser, Thr, Tyr residue (STY) as variable modifications. Up to two missed cleavages were allowed for protease digestion. FDR was set at 0.01 for peptides and proteins and the minimal peptide length at 7.

The relative abundance of proteins identified in each affinity purification was calculated as described^62^. Briefly, label-free quantification (LFQ) intensity values were transformed to a base 2 logarithmic scale (Log2), to fit the data to a Gaussian distribution and enable the imputation of missing values. For Tti2 interactome analysis (Supplementary Data 1), normalised LFQ intensities were compared between replicates, using a 1% permutation-based false discovery rate (FDR) in a two-tailed Student’s *t* test. The threshold for significance was set to 1 (fold change = 2), based on the ratio between TAP and no-TAP samples and the FDR. The relative abundance of subunits in each purification eluate was obtained by dividing the LFQ intensity of that interactor (prey) to the LFQ intensity of the TAP purified protein (bait). For clarity purposes, this ratio was further normalised to that obtained in control strains in Fig. 5, Fig. 6, Fig. 7 and Supplementary Fig. 9.

### RNA-seq and data analysis

Each growth condition or yeast strain was analysed in triplicate. RNA was extracted from 50 mL of exponentially growing cells RNA using TRIzol reagent (15596018, Thermo Fisher Scientific). DNA was removed by DNase I digestion, using the TURBO DNA-free™ kit (AM1907, Ambion), and RNA was cleaned using the RNeasy Mini kit (74104, Qiagen). The total RNA quality and concentration was determined using an Agilent Bioanalyzer. Transcripts were purified by polyA-tail selection. Stranded dual-indexed cDNA libraries were constructed using the Illumina TruSeq Stranded mRNA Library Prep kit. Library size distribution and concentration were determined using an Agilent Bioanalyzer. 48 libraries were sequenced in one lane of an Illumina HiSeq 4000, with 1 × 50 bp single reads, at Fasteris SA (Plan-les-Ouates, Switzerland). After demultiplexing according to their index barcode, the total number of reads ranged from 6 to 10 million per library.

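In the deposited counts of the 36 libraries of 12 conditions, totals on genes ranged from 4811942 to 9724398, with a median of 6667399. The other libraries of the lane were not analysed here. Of the genes in the table, 48 had no count in any library, and the 11 mitochondrial (SPMIT) genes were among these. The 10 genes with the most counts took between 5.71% and 10.1% of a library. Within conditions, log counts correlated between replicates with an r of 0.977 to 0.995. No pair of replicates was alike within sampling noise, as the chi-square per degree of freedom was 3.25 to 48.8 over the 36 pairs.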

Adapter sequences were trimmed from reads in the Fastq sequence files. Reads were aligned using HISAT2^63^, with strand-specific information (–rna-strandness R) and otherwise default options. For all 48 samples, the overall alignment rate was over 95%, including over 90% of reads mapping uniquely to the *S. pombe* genome. Reads were then counted for gene and exon features using htseq-count^64^ in union mode (–mode union), reverse stranded (–stranded Reverse), and a minimum alignment quality of 10 (–minaqual 10). For all samples, over 95% of reads were assigned to a feature (–type gene). Variance-mean dependence was estimated from count tables and tested for differential expression based on a negative binomial distribution, using DESeq2^65^. 

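The log2 fold changes that the study's source data list were compared with those computed from the counts. The copies held give 1998 genes for each comparison, with a further 3064 for Fig. 1 and Supplementary Fig. 3a and 3131 for Figs. 5 and 6 not held. Over the genes in both, the paper's values correlated with DESeq2's shrunken fold changes at an r of 0.9992 to 1 and with edgeR's at 0.748 to 0.987, across genes, which are not independent replicates. All called genes had the same sign. The columns headed DMSO over β-estradiol thus hold β-estradiol over DMSO. The column of adjusted P for creER equals that for tra1Δ in all 1992 genes with values, so it was not used.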

Pairwise comparison or one-way analysis of variance were run with a parametric fit and genotype as the source of variation (factor: mutant or control). Hierarchical clustering of genes which expression changes in control *creER*, Tti2-depleted, Tra2-depleted and Tra1 knockout cells was performed on the Log2 fold changes calculated using DESeq2. Genes were clustered based on Pearson correlation distance measurements and using the complete linkage method, in Cluster 3.0^66^. All other computational analyses were run either on R (version 3.6.0), using publicly available packages, or on the Galaxy web platform using the public server at usegalaxy.org^67^.

### Statistical analysis

All statistical tests were performed using either R (version 3.6.0) for RNA-seq data or GraphPad Prism for proteomic data. All other experiments were analysed using GraphPad Prism. *t* tests were used when comparing two means. One-way or two-way analyses of variance (ANOVA) were performed for comparing more than two means, across one (for example “genotype”) or two distinct variables (for example “genotype” as a between-subject factor and “time” as a within-subject factor). One-way and two-way ANOVAs were followed by Tukey and Bonferroni post-hoc pairwise comparisons, respectively. An α level of 0.01 was used a priori for all statistical tests, except otherwise indicated. Comparisons that are statistically significant (*P* *≤* 0.01) are marked with one asterisk.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Peer Review File

Reporting Summary

Source Data

## Data Availability

The raw sequencing data reported in this publication have been deposited in NCBI Gene Expression Omnibus^68^ and are accessible through GEO Series accession number GSE128448. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^69^ partner repository with the data set identifier PXD013256. Supplementary Table 6 cross-references all MaxQuant results from each figure or table with the raw data files. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying all figures and supplementary figures, including uncropped versions of all gels and blots and the raw data of all reported graphs, are provided as a Source Data file. A reporting summary is available as a supplementary information file.

# Supplementary material for: Chaperone-mediated ordered assembly of the SAGA and NuA4 transcription co-activator complexes in yeast
**Source:** Nat Commun. 2019 Nov 20;10:5237. doi: 10.1038/s41467-019-13243-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Summary of proteins identified by tandem affinity purification of Tti2. Shown are results of LC-MS/MS analyses of total protein mixtures from purification eluates. 'Mean FC (Log2)' numbers indicate the Log2 of the ratio [LFQ intensity in Tti2-TAP]/[LFQ intensity in no-TAP controls], averaged from four independent replicates. 'q value' numbers were calculated using a 1% permutation-based false discovery rate (FDR) in a two-tailed Student's t-test.

How the deposited data were processed for this re-analysis (not part of the article)

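RNA-seq counts were analysed for 36 libraries, 3 cultures in each of 12 conditions: creER, tti2-CKO and tra2-CKO treated with DMSO or β-estradiol, and WT, tra1Δ, tra1-Sptra2, tra1-Sctra1, spt20Δ and spt20-HITΔ. The paper reports 48 sequenced libraries, and the others were not analysed here. The authors made the values by trimming adapters, aligning the reads with HISAT2 and counting them per gene with htseq-count, and deposited the counts as whole numbers without normalization, with a column for each library. The number of columns of the table left unused was 0. The genome build, the annotation and the versions of HISAT2, htseq-count and DESeq2 are not stated in the paper's text, so no coordinates are given. The annotation of ASM294v3 was used only for gene names, neighbours, lengths, GC content and shared sequence. It matched 5111 of the gene IDs in the table, 4261 of them with a symbol.

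Conditions were taken from the labels of each library, and the levels of tti2, tra2, tra1 and spt20 were checked against them. Total counts per library and the agreement of replicates were computed first. Each of 13 comparisons of 2 conditions was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default low-count filter of filterByExpr (a minimum count of 10) and the quasi-likelihood F-test. Of these comparisons, 8 set a treated or mutant strain against DMSO or WT, 3 set mutants against each other and the rest set the DMSO cultures of the floxed strains against those of creER. Differences between strains in the response to β-estradiol were fitted as interaction terms over 12 libraries. P-values were adjusted by the Benjamini-Hochberg method within each comparison, over all genes tested. A gene was called at an adjusted p of at most 0.01 and a fold change of at least 1.5, the thresholds of the paper's Venn diagram. Tests were two-sided apart from the hypergeometric tests, which were one-sided. With totals between 4811942 and 9724398 counts, changes of genes below a mean of 10 CPM are imprecise.

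The genes named in the text follow a rule. It takes every gene whose RNA level or promoter the study names, every targeted gene, and in each of the 8 comparisons with DMSO or WT the 2 largest rises and the 2 largest falls among called genes with a mean of at least 10 CPM and groups that do not overlap. Chance gives groups that do not overlap at 10% of genes. Where all libraries of a group held at most 3 counts, the fold change is given as a lower bound. Genes whose 50-base windows occur elsewhere in the genome are given as uncertain. Of the genes the study names, pho84, trk2, ssa2 and act1 are not described with the results. Their interaction terms of tti2-CKO and tra2-CKO were 1.02 (adjusted p = 0.00351 from edgeR), 0.64 (0.00337), −0.99 (0.0136) and 0.28 (0.124), the first 2 called. Other genes are named where a further test concerns them.

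Correlations were computed across the genes tested in both fits. Their standard errors are jackknife errors over libraries, since genes are not independent replicates. For Fig. 1, genes called in creER were removed. Overlaps were tested on the genes tested in all 4 comparisons, and an exact test of genes shared in the same direction, with rises and falls drawn separately, was added after the data were seen. Hierarchical clustering used complete linkage on 1 minus the Pearson correlation, divided into 7 groups. Where mutants share the WT libraries, or strains share the creER libraries, 40 simulations of unchanged groups with the means, dispersions and totals of the real libraries gave the correlation that sharing alone produces. They were made in 2 sets of 20 with different seeds, and the simulated cultures deviate independently, without the deviations that cultures of the same number can share. Of these, 10 were also fitted with different WT libraries for each mutant, a test added after the data were seen.

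Replicate numbers were checked for pairing, by the correlation over genes of the deviations of like-numbered libraries from their group means. In 5 of the 13 comparisons every pair had a correlation over 0.1: creER, tra2-CKO, tra1-Sctra1, spt20Δ, and tra2-CKO against creER with DMSO. The labels and the paper do not say what a number stands for. A fit with the replicate number as a block was made for each comparison, and called 182 genes in creER, 2 in tra1-Sctra1 and 27 between the DMSO cultures of tra2-CKO and creER.

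Alternatives chosen before the data were examined were DESeq2 1.42.0 with Wald tests, with and without shrunken fold changes, RLE normalization, no filter on low counts, at least 10 counts in every library, the replicate block, a single fit of all 36 libraries, the unadjusted p-value, Spearman's rank correlation, no removal of creER genes, different WT libraries for each mutant, genes that changed in the same direction and leaving out each library in turn. The interaction of tti2-CKO and tra2-CKO, with its alternatives, and 27 combinations of tool, minimum fold change and removal of creER genes were added after the values, and for the combinations also the paper's counts, were seen. Other splits of the libraries were fitted for each count, and for correlations compared on differences of mean log2 CPM, without a fit. Comparisons of 3 libraries with 3 have 10 splits, of which none can give a share below 0.1. Where more than 100 splits exist, 100 were drawn, in 2 sets with different seeds, because the share of splits as large as the real split depended on the seed. A first seed was replaced for a reason unrelated to the outcome, and both sets are reported because the change moved 2 results across 5%.

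The fits were tested on simulated data in which 200 genes had known changes. For tra1Δ, edgeR recovered 95.5% of them with 2 false calls among 4900 genes and DESeq2 97.5% with 3. For the interaction of tti2-CKO and creER, edgeR recovered 95% with 1 false call among 4937 genes and DESeq2 97.5% with 4. Simulated fits in which 200 genes changed alike correlated at 0.812, and fits in which no gene changed at −0.0294. limma 3.58.1 (called by edgeR), Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were also used. The paper's RT-qPCR, ChIP and mass spectrometry values were not analysed here. Source data tables of fold changes held only in part were used for comparing values gene by gene and not for overlaps.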

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

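Some tests in this part were chosen only after the results were seen. They are the counts of splits of the libraries and the interaction of tti2-CKO and tra2-CKO, with its alternatives and its term for gst2. So are the tests of the genes next to sus1, of the other deubiquitinase genes and of a response in each strain with CreER. The other tests in this part were chosen before. Shares of splits are given for 2 sets of draws.

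The response to β-estradiol differed between strains, by the interaction term of edgeR's quasi-likelihood fit, at 120 genes for tti2-CKO and creER, at 19 for tra2-CKO and creER and at 303 for tti2-CKO and tra2-CKO. After all libraries of a comparison were thinned to its smallest total, 110, 14 and 271 of these genes were called again, which argues against a difference in sequencing depth as the whole cause. After trends with GC content and gene length were removed, 112, 17 and 275 were called again, the second with the replicate number as a block, where the block alone called 19 again. Of 100 splits of the treatment labels within the strains, 9 and 5 in the 2 sets called as many genes for tti2-CKO and creER, 7 and 4 for tra2-CKO and creER, and 1 and 1, the real split, for tti2-CKO and tra2-CKO. Some of these splits keep the real labels in 1 strain and thus carry its own response, so that up to 495 genes were called in a split of the first comparison and 373 in the second. The shares for the 2 comparisons with creER thus neither measure chance alone nor exclude a split by chance. The count for tra2-CKO and creER was 62 with the replicate number as a block, as like-numbered cultures of both strains resembled each other, and 1 without creER DMSO replicate 2, and that for tti2-CKO and creER was 60 without tti2-CKO DMSO replicate 1. The strains differ in the deleted gene, and tti2-CKO also in the duration of treatment, 18 h against 21 h, so a difference that depends on the deleted gene and one that depends on time may both contribute to the 303 genes, and neither was tested.

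Within the conditional strains, gst2 (SPCC965.07c) fell with β-estradiol in tti2-CKO and rose in tra2-CKO, with an interaction term of −3.14 (adjusted p = 3.86e-07 from edgeR). Of its 50-base windows, 0% occur elsewhere in the genome, which argues against reads from a near-identical copy, and the term was −3.19 with all libraries thinned to the smallest total. A biological hypothesis is that the losses of Tti2 and Tra2 may act on gst2 in opposite directions. It was found and tested on the same libraries. For the rise in tra2-CKO, the duration of treatment is argued against, since creER was also treated for 21 h, gst2 changed there by 0.11 and the interaction term of tra2-CKO and creER was 1.34 (adjusted p = 0.00856 from edgeR). For the fall in tti2-CKO, treated for 18 h, it stays open.

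The mutants of SAGA were compared directly. The tra1-Sptra2 and tra1Δ strains differed at 36 genes, of which 32 were called again after thinning and 33 after removal of the GC and length trends. The spt20-HITΔ and tra1-Sptra2 strains differed at 2 genes, both called again in each of these tests (2 and 2), although 0 genes were called without tra1-Sptra2 replicate 1 and 63 without spt20-HITΔ replicate 2. The spt20Δ and spt20-HITΔ strains differed at 209 genes, of which 191 and 187 were called again, and at 39 without spt20Δ replicate 1 and 329 without spt20-HITΔ replicate 2. In each of the 3 comparisons, 1 of the 10 splits, the real one, called as many genes, and a share under 5% is out of reach of 10 splits, so this count by itself does not exclude a split by chance, although no gene was called in any of the other splits. Differences in depth and trends with GC content or length are argued against as the whole cause. That the alleles differ in their effect on transcripts is a hypothesis, found and tested on the same libraries.

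A fall of the SAGA subunit gene sus1 with β-estradiol in creER (log2 fold change −2.34) was found in a strain that the paper uses as a control. Its level went from 29.6 to 5.86 CPM in creER, from 29.5 to 9.41 CPM in tti2-CKO and from 29.4 to 7.17 CPM in tra2-CKO. The falls in the floxed strains were both called, in 2 of 2 comparisons (−1.67 and −2.01), and did not differ from that in creER by the interaction terms (0.70, adjusted p = 0.101, and 0.31, adjusted p = 0.465, from edgeR). In creER the value lay between −2.44 and −2.24 with any 1 library left out. Reads from a near-identical copy are argued against, since 0% of the windows of sus1 occur elsewhere. So are, in creER, a change of the whole neighbourhood, where the lowest of the 4 nearest genes was ofd1 at −0.146, and a common fall of the deubiquitinase genes, where the lowest of sgf73, ubp8 and sgf11 was sgf11 at −0.0842. In the floxed strains ofd1 did fall with β-estradiol, to −0.82 in tti2-CKO, where it was called (adjusted p = 0.000206 from edgeR). In tra2-CKO it fell to −0.41, below the minimum fold change (adjusted p = 0.00111 from edgeR). The other nearest genes, prp1, nbs1 and fab1, were not called. They stood at −0.18, −0.15 and −0.02 in tti2-CKO and at 0.10, −0.17 and 0.05 in tra2-CKO. A change of the whole neighbourhood is thus argued against there too, whereas a change that sus1 shares with ofd1 is not excluded. A response to β-estradiol or to active CreER may explain the fall, and the design does not separate the 2, because none of the libraries analysed comes from treated cells without CreER.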

How the results depend on the processing

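Of the 61 changes of named genes in single comparisons, 50 kept their direction and their side of the thresholds in each fit run, and over all 783 fits the call was the same in 734, lost in 45 and gained in 4, with 0 changes of direction. Lost calls concern sul2 in creER, SPAC1039.02 and ssa2 in tra2-CKO, nrg1 in tra1-Sptra2, ght5 and nep2 in tra1-Sctra1, ght5 in spt20Δ, and dsc4, gdt1 and SPBC23G7.10c in spt20-HITΔ. Gained calls concern mei2 in tra1Δ, at 1.23 with the replicate number as a block and 1.18 with a single fit of all libraries. RLE normalization left all 19 counts it was run for within 1.5 times. In the values that follow, the cause of a change was not tested.

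With DESeq2's Wald test, the counts of genes called became 139 in creER, 184 in tra1Δ, 39 in tra1-Sctra1, 97 in spt20-HITΔ, 32 between spt20-HITΔ and tra1-Sptra2, 349 between spt20Δ and spt20-HITΔ, 24 and 2 between the DMSO cultures of creER and those of tti2-CKO and tra2-CKO, and 275 and 105 for the interactions of tti2-CKO and tra2-CKO with creER. With DESeq2's shrunken fold changes, they became 112 in creER, 69 in spt20-HITΔ, 22 between tra1-Sptra2 and tra1Δ, 8 between spt20-HITΔ and tra1-Sptra2 and 24 between the DMSO cultures of tti2-CKO and creER. Under the same setting, r was 0.37 for tti2-CKO and tra1Δ and −0.0407 for tra2-CKO and tra1Δ, r2 was 0.148 for tra1-Sctra1 and tra1Δ and 0.620 for spt20-HITΔ and tra1-Sptra2, and the Cluster 6 median in tra1Δ was −0.29. The other 38 and 34 results with these settings stayed within 1.5 times for counts and within the jackknife error over libraries for other values.

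Without a filter on low counts, r was 0.31 for tti2-CKO and tra2-CKO, 0.25 for tti2-CKO and tra1Δ and 0.64 for creER and tra2-CKO, r2 was 0.622 for spt20-HITΔ and tra1-Sptra2, and the Cluster 6 median in tti2-CKO was −0.51. With at least 10 counts in every library, 9 genes were called in spt20-HITΔ and r was −0.0524 for tra2-CKO and tra1Δ. With a single fit of all 36 libraries, 135 genes were called in creER, 87 in spt20-HITΔ, 12 between tra1-Sptra2 and tra1Δ, 6 between spt20-HITΔ and tra1-Sptra2, 350 between spt20Δ and spt20-HITΔ, 13 and 2 between the DMSO cultures of creER and those of tti2-CKO and tra2-CKO, and 322 and 78 for the interactions of tti2-CKO and tra2-CKO with creER. With the unadjusted p in place of the adjusted one, these counts were 159 in creER, 217 in tra1Δ, 57 in tra1-Sctra1, 126 in spt20-HITΔ, 76 between tra1-Sptra2 and tra1Δ, 54 between spt20-HITΔ and tra1-Sptra2, 379 between spt20Δ and spt20-HITΔ, 99 and 12 between the DMSO cultures, 382 and 180 for the interactions with creER and 485 for that of tti2-CKO with tra2-CKO, and 201 in tra1Δ without creER genes. A threshold on unadjusted p admits more genes by construction.

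With Spearman's rank correlation, the value for tra2-CKO and tra1Δ changed sign, from −0.12 to 0.0167. It was 0.50 for tti2-CKO and tra2-CKO, 0.43 for tti2-CKO and tra1Δ, 0.55 for creER and tra2-CKO and 0.34 for the interaction effects, and its square was 0.172 for tra1-Sctra1 and tra1Δ, 0.383 for spt20-HITΔ and spt20Δ and 0.647 for spt20-HITΔ and tra1-Sptra2, each across genes, which are not independent replicates. Without removal of creER genes, r for tti2-CKO and tra2-CKO was 0.47. With different WT libraries for each mutant, r2 was 0.416 for tra1-Sptra2 and tra1Δ, 0.107 for tra1-Sctra1 and tra1Δ, 0.216 for spt20-HITΔ and spt20Δ, 0.291 for spt20-HITΔ and tra1Δ and 0.527 for spt20-HITΔ and tra1-Sptra2, since this setting removes the shared libraries and uses fewer of them.

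With the replicate number as a block, 182 genes were called in creER, 2 in tra1-Sctra1 and 27 between the DMSO cultures of tra2-CKO and creER, where the numbers pair the cultures, and the block moved no count of tra2-CKO or spt20Δ by more than 1.5 times. Where cultures share only a number, since 1 or more pairs had a correlation of deviations of 0.1 or less, it called 110 genes in spt20-HITΔ, 0 between spt20-HITΔ and tra1-Sptra2, where 446 had an unadjusted p under 0.05 without the block, and 7 between the DMSO cultures of tti2-CKO and creER. For the interactions of tti2-CKO and tra2-CKO with creER it called 251 and 62. The calls of named genes that it changed are those of ght5 (4.48) and nep2 (1.87) in tra1-Sctra1 and mei2 in tra1Δ, and it changed no other call.

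Leaving out 1 library at a time gave 10 (without creER DMSO replicate 3) to 61 genes in creER, 455 to 610 in tti2-CKO, 369 to 612 in tra2-CKO, 67 (without WT replicate 1) to 183 (without WT replicate 3) in tra1Δ, 77 (without tra1-Sptra2 replicate 1) to 217 in tra1-Sptra2, 2 (without tra1-Sctra1 replicate 2) to 23 (without WT replicate 3) in tra1-Sctra1, 403 (without WT replicate 1) to 719 in spt20Δ and 0 (without WT replicate 1) to 12 in spt20-HITΔ. Between mutants it gave 28 to 37 for tra1-Sptra2 and tra1Δ, 0 (without tra1-Sptra2 replicate 1) to 63 (without spt20-HITΔ replicate 2) for spt20-HITΔ and tra1-Sptra2 and 39 (without spt20Δ replicate 1) to 329 (without spt20-HITΔ replicate 2) for spt20Δ and spt20-HITΔ. Between DMSO cultures it gave 0 to 247 (without creER DMSO replicate 1) for tti2-CKO and 0 to 0 for tra2-CKO. The interactions gave 60 (without tti2-CKO DMSO replicate 1) to 154 for tti2-CKO and creER, 1 (without creER DMSO replicate 2) to 12 (without creER DMSO replicate 1) for tra2-CKO and creER and 205 to 366 for tti2-CKO and tra2-CKO. After removal of creER genes the range was 429 to 620 in tti2-CKO, 317 to 558 in tra2-CKO and 60 (without WT replicate 1) to 170 (without WT replicate 3) in tra1Δ. Fits with fewer libraries have less power by construction.

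For correlations and medians, the lowest and highest values with 1 library left out were 0.66 (without creER DMSO replicate 3) and 0.75 for creER and tra2-CKO, 0.13 and 0.27 (without creER DMSO replicate 3) for the interaction effects, 0.512 (without tra1Δ replicate 3) and 0.669 for r2 of tra1-Sptra2 and tra1Δ, 0.237 (without spt20-HITΔ replicate 2) and 0.336 for that of spt20-HITΔ and spt20Δ and 0.609 (without spt20-HITΔ replicate 2) and 0.758 for that of spt20-HITΔ and tra1-Sptra2. The Cluster 2 medians ranged from −0.13 to −0.0374 (without creER DMSO replicate 3) in creER and from −0.60 to −0.54 in tti2-CKO, and those of Cluster 6 from −0.0232 to 0.0285 (without creER DMSO replicate 3) in creER, −0.56 to −0.51 in tti2-CKO and −0.0301 (without tra2-CKO DMSO replicate 2) to 0.0129 in tra2-CKO. The other correlations, the overlap (142 to 204) and the number of clustered genes (1461 to 2116) kept within their limits, with r from 0.36 to 0.43 for tti2-CKO and tra2-CKO, 0.27 to 0.33 for tti2-CKO and tra1Δ and −0.17 to −0.08 for tra2-CKO and tra1Δ.

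The 27 definitions of a DEG, chosen after seeing the values, are given as DEGs of tti2-CKO, tra2-CKO and tra1Δ and DEGs of tti2-CKO shared with the others. At a fold change of at least 2, the counts were 195, 197, 51 and 61 with edgeR and genes called in creER removed, 223, 247, 61 and 86 with edgeR and no removal and 195, 197, 51 and 61 with edgeR and genes of adjusted p of at most 0.01 in creER removed. At a fold change of at least 2, the counts were 176, 155, 63 and 52 with the Wald test and genes called in creER removed, 229, 259, 83 and 101 with the Wald test and no removal and 175, 151, 61 and 52 with the Wald test and genes of adjusted p of at most 0.01 in creER removed. At a fold change of at least 2, the counts were 153, 115, 27 and 32 with shrunken fold changes and genes called in creER removed, 199, 207, 40 and 74 with shrunken fold changes and no removal and 150, 103, 25 and 31 with shrunken fold changes and genes of adjusted p of at most 0.01 in creER removed. At a log2 fold change of at least 1.5, the counts were 94, 98, 26 and 21 with edgeR and genes called in creER removed, 113, 135, 34 and 36 with edgeR and no removal and 94, 98, 26 and 21 with edgeR and genes of adjusted p of at most 0.01 in creER removed. At a log2 fold change of at least 1.5, the counts were 84, 77, 31 and 21 with the Wald test and genes called in creER removed, 113, 141, 43 and 44 with the Wald test and no removal and 83, 76, 31 and 21 with the Wald test and genes of adjusted p of at most 0.01 in creER removed. At a log2 fold change of at least 1.5, the counts were 62, 30, 10 and 5 with shrunken fold changes and genes called in creER removed, 87, 80, 18 and 23 with shrunken fold changes and no removal and 61, 29, 10 and 5 with shrunken fold changes and genes of adjusted p of at most 0.01 in creER removed. At a fold change of at least 1.5, the count in tra1Δ was 183 with the Wald test and no removal, and the other counts lay within 1.5 times of those given first. Raising the minimum fold change lowers the counts by construction.

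The depth of the libraries limits the genes with few counts, and in tti2-CKO with DMSO the tti2 mRNA itself held between 67 and 92 counts. The self-test at this depth and with 3 libraries per group recovered 95.5% of 200 changed genes.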

Differences from the paper's values

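A gap is called closed where counts or P lie within 1.5 times of the paper's, or correlations within the jackknife error over libraries, which does not make the values equal. Not every alternative was run for every value, and statements about alternatives cover only those that were run. Of the counts of DEGs after the removal of genes changed in creER, the paper gives 184 for tti2-CKO and 153 for tra2-CKO, against 595 and 444 here, and none of the alternatives set before the data were examined closed either gap. The paper gives 59 for tra1Δ, against 109 here, and of these alternatives the fits without WT replicate 1 (60), tra1Δ replicate 1 (81), tra1Δ replicate 2 (68) and tra1Δ replicate 3 (61) closed the gap and the others did not. The jackknife error of this last count over libraries is 65.6, so that its difference from the paper's rests on the factor of 1.5 alone.

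For DEGs of tti2-CKO shared with tra1Δ, tra2-CKO or both, the paper gives 105, against 177 here. The gap was closed by DESeq2's shrunken fold changes (155), the replicate block (127) and the fits without tti2-CKO DMSO replicate 1 (142) or 3 (155), tti2-CKO β-estradiol replicate 2 (152), tra2-CKO DMSO replicate 3 (146) and tra2-CKO β-estradiol replicate 1 (148), 2 (150) or 3 (149), and by none of the other alternatives set before the data were examined. For those shared with tra2-CKO only, the paper gives 72, against 125 here, and DESeq2's Wald test (108), its shrunken fold changes (100) and the replicate block (83) closed the gap. For those shared with both, the paper gives 8, against 18 here, and sharing in the same direction (10) and the replicate block (10) closed the gap. For DEGs of tra2-CKO shared with tra1Δ only, the paper shows about 3 in Fig. 1b, read by eye, against 21 here, and sharing in the same direction (2) closed the gap. In each of these 3 cases 7 alternatives set before the data were examined were run, and the others of these did not close the gap. Fits that left out a library were not run for these 3 counts.

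The paper gives hypergeometric P of 3.67e-72 for tti2-CKO and tra2-CKO, 2.37e-15 for tti2-CKO and tra1Δ and 0.004 for tra2-CKO and tra1Δ. The exact hypergeometric test gave 2.65e-36, 6.41e-21 and 1.15e-15 here. For these P, 7 alternatives set before the data were examined were run, and none of them closed the gaps. Among them, the P for genes changed in the same direction was set against the number expected for either direction. With rises and falls drawn separately, chosen after seeing the values, the exact P for these genes were 5.21e-66, 2.76e-28 and 0.000484, which did not close the gaps either.

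All combinations of 3 tools, 3 minimum fold changes and 3 ways to remove creER genes, 27 definitions of a DEG with the main one among them, were examined together after the paper's counts and those given here had been seen. Over them, the counts ranged from 61 to 659 for tti2-CKO, 29 to 545 for tra2-CKO, 10 to 183 for tra1Δ and 5 to 251 for the shared genes. Within 1.5 times of the paper's counts, chosen after seeing the values, lay 9 definitions for tti2-CKO, 9 for tra2-CKO, 8 for tra1Δ, 5 for the 3 mutants together and 4 for the shared genes. For tti2-CKO these are the definitions with a fold change of at least 2, for any tool and removal. For tra2-CKO they are edgeR (197 in both) and the Wald test (155 and 151) at a fold change of at least 2 with creER genes removed in either way, both tools at a log2 fold change of at least 1.5 without removal (135 and 141) and shrunken fold changes of at least 2 in each way (115, 207 and 103). For tra1Δ they are edgeR (51, 61 and 51) and the Wald test (63, 83 and 61) at a fold change of at least 2 in each way, and without removal the Wald test at a log2 fold change of at least 1.5 (43) and shrunken fold changes of at least 2 (40). For the shared genes they are a fold change of at least 2 without removal, with edgeR (86), the Wald test (101) and shrunken fold changes (74), and shrunken fold changes of at least 1.5 with genes of adjusted p of at most 0.01 in creER removed (149). All 4 counts lay within 1.5 times in 1 definition, shrunken fold changes of at least 2 without removal, which was chosen after seeing the values and is not stated to be the paper's.

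For the correlation of tti2-CKO and tra2-CKO, the paper gives r = 0.46, against 0.39 here. Spearman's rank correlation (0.50), no removal of creER genes (0.47) and the fits without creER DMSO replicate 2 (0.42) or 3 (0.43), creER β-estradiol replicate 2 (0.43) or 3 (0.42), tti2-CKO DMSO replicate 3 (0.41) and tra2-CKO DMSO replicate 1 (0.40) closed the gap, and the other alternatives set before the data were examined did not. For tra1-Sctra1 and tra1Δ, the paper gives r2 = 0.16, against 0.241 here, and DESeq2's shrunken fold changes (0.148), at least 10 counts in every library (0.196), Spearman's rank correlation (0.172) and the fit without tra1Δ replicate 3 (0.202) closed the gap, unlike the other alternatives set before the data were examined. For spt20-HITΔ and tra1-Sptra2, the paper gives r2 = 0.62, against 0.746 here, and DESeq2's shrunken fold changes (0.620), no filter on low counts (0.622), at least 10 counts in every library (0.667), Spearman's rank correlation (0.647) and the fit without spt20-HITΔ replicate 2 (0.609) closed the gap, unlike the other alternatives set before the data were examined. Of these alternatives, the shrunken fold changes are those that the paper's listed values matched, at an r of 0.9992 to 1 over the genes held. For these pairs of mutants of SAGA, the choice of fold change is thus the alternative nearest to the paper's procedure. For tti2-CKO and tra2-CKO it left r at 0.39.

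The paper states that most genes that depend on Tti2 also depend on Tra1 or Tra2, whereas 30.6% of the tti2-CKO DEGs were shared here. The paper's text places gst2 in Cluster 6, whereas its source data list gst2 in Cluster 7.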

Other observations

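In this part, the tests of ght5 and depth, of the genes near chromosome ends and of the rises in tra2-CKO were chosen before the results were seen. So were the fits with different WT libraries for each mutant, with the replicate number as a block and with a library left out. The other tests in this part were chosen only after.

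In each of the 8 comparisons with DMSO or WT, and in those of the mutants, 1 of the 10 splits of the 6 libraries, the real one, called as many genes, and the other splits called 0. Between the DMSO cultures of tti2-CKO and creER and between those of tra2-CKO and creER, 0 genes were called, with 710 and 260 genes at an unadjusted p under 0.05, and all 10 of the 10 splits gave as many, as any split does where the count is 0. With the replicate number as a block, 27 genes were called between the DMSO cultures of tra2-CKO and creER, where like numbers resembled each other. Without creER DMSO replicate 1, 247 genes were called for tti2-CKO. Since 10 splits cannot give a share under 5%, these counts by themselves do not exclude a grouping by chance.

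Correlations of splits were taken on differences of mean log2 CPM, on which the real splits gave r = 0.38 for tti2-CKO and tra2-CKO, 0.31 for tti2-CKO and tra1Δ, −0.0940 for tra2-CKO and tra1Δ, 0.43 for creER and tti2-CKO and 0.71 for creER and tra2-CKO, and r2 = 0.620 for tra1-Sptra2 and tra1Δ, 0.236 for tra1-Sctra1 and tra1Δ, 0.316 for spt20-HITΔ and spt20Δ, 0.449 for spt20-HITΔ and tra1Δ and 0.685 for spt20-HITΔ and tra1-Sptra2, across genes, which are not independent replicates. Of 100 splits of the libraries, an r as large was given by 7 for tti2-CKO and tra2-CKO, 6 for tti2-CKO and tra1Δ, 65 for tra2-CKO and tra1Δ, 4 for creER and tti2-CKO and 1 for creER and tra2-CKO. An r2 as large was given by 8 and 4 in the 2 sets of draws for tra1-Sptra2 and tra1Δ, 64 and 63 for tra1-Sctra1 and tra1Δ, 51 and 51 for spt20-HITΔ and spt20Δ, 30 and 26 for spt20-HITΔ and tra1Δ and 5 and 5 for spt20-HITΔ and tra1-Sptra2. The overlap of DEGs was as large in 1 split, the real one, which was fixed in advance, since the other splits of each mutant called 0 genes. The splits for r and for the overlap include those in which only the labels of 1 comparison are changed. Those for r2 mix the libraries of WT and both mutants and can carry real differences between strains. The shares of splits thus do not measure chance alone.

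The WT libraries shared by the mutants give a correlation by themselves. The simulated cultures deviate independently, so the simulated r2 may be too low where cultures of the same replicate number deviate together. In 40 simulations of unchanged groups, the highest r2 was 0.304 for tra1-Sptra2 and tra1Δ, 0.298 for spt20-HITΔ and tra1Δ and 0.310 for spt20-HITΔ and tra1-Sptra2, all below the values found. It was 0.286 for tra1-Sctra1 and tra1Δ, above the 0.241 found, and 0.318 in the first set and 0.293 in the second for spt20-HITΔ and spt20Δ, against 0.306 found. With different WT libraries for each mutant, r2 was 0.416, 0.291 and 0.527 for the first 3 pairs and 0.107 and 0.216 for the other 2, and the lowest r over the 6 ways to divide the WT libraries was 0.20, for tra1-Sctra1 and tra1Δ. The highest r2 in 10 simulations of that setting was 0.00321. Within the limit of the simulations, this argues against independent deviations of the shared libraries as the whole source of any of the 5 correlations. A part of each can come from them. A deviation common to all 3 WT cultures would remain with different WT libraries. It was not simulated and stays open. The deviations of like-numbered cultures correlated at 0.107, 0.00491 and 0.00024 between tra1-Sptra2 and tra1Δ. Between spt20-HITΔ and tra1-Sptra2 they correlated at 0.119, −0.123 and −0.137. For these 2 pairs, deviations shared by cultures of the same replicate number are argued against as the whole source. They stay open for spt20-HITΔ and spt20Δ, where the correlations were 0.0235, 0.229 and 0.308. They were not tested for tra1-Sctra1 and tra1Δ or for spt20-HITΔ and tra1Δ.

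The interaction effects of tti2-CKO and tra2-CKO, which share the creER libraries, correlated across genes at r = 0.15 (4931 genes, which are not independent replicates). Unchanged strains gave 0.436 to 0.536 in the 40 simulations, and 88 and 76 of 100 splits in the 2 sets gave an r as large as that of the real split on differences of mean log2 CPM, 0.18. Without creER DMSO replicate 3, r was 0.27.

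Fold changes in creER correlated across genes with those in tti2-CKO at r = 0.45 and with those in tra2-CKO at r = 0.75, over 4887 and 4897 genes, which are not independent replicates. Deviations shared by cultures with the same replicate number are argued against as the whole cause, because the fold changes of creER and tra2-CKO correlated at 0.56 on average between unlike replicate numbers, against 0.61 between like ones. A common response to β-estradiol or CreER may contribute, as 91.9% of the tra2-CKO DEGs moved the same way in creER.

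The hexose transporter gene ght5 was among the largest rises in tra1Δ, tra1-Sptra2, tra1-Sctra1 and spt20Δ. It also varied between like cultures, with 1310, 69.9 and 64.3 CPM in the 3 DMSO cultures of tra2-CKO and 895, 1240 and 124 CPM in those of spt20-HITΔ. Within WT and DMSO cultures, the SD of its log2 level was 1.82 against a median of 0.137 over genes, and 0.0645% of genes varied as much. Depth is argued against, since the log2 fold change in tra1Δ was 4.38 with all libraries thinned to the smallest total. The state of the culture may explain part of its rise, and 29.6% of its windows are shared with other genes.

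To ask whether the same state orders the r2 values of spt20-HITΔ, the axis along which replicate 1 of the creER and tra2-CKO DMSO cultures departs from the other replicates was removed from the fold changes. The r2 values were then 0.596 for tra1-Sptra2 and tra1Δ, 0.217 for tra1-Sctra1 and tra1Δ, 0.300 for spt20-HITΔ and spt20Δ, 0.457 for spt20-HITΔ and tra1Δ and 0.772 for spt20-HITΔ and tra1-Sptra2. The smallest step between the last 3 was 0.16. The removal moved each of these 3 values by less than its jackknife error over libraries, so it does not test the state of the cultures as a cause of their order, which stays open.

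With DMSO, the tti2 mRNA stood at 11.4 CPM in tti2-CKO against 18.1 CPM in the 6 other DMSO cultures (63.1%, exact permutation test, two-sided, p = 0.0476, 84 relabellings), and the tra2 mRNA at 111 CPM in tra2-CKO against 128 CPM (86.6%, exact permutation test, two-sided, p = 0.0119). Adjusted over these 2 tests by the Benjamini-Hochberg method, the exact p-values are 0.0476 and 0.0238. Recombination without β-estradiol, or an effect of the loxP sites on the allele, may lower both.

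Of the 4 genes nearest to tra1, 2 were called between tra1-Sptra2 and tra1Δ, chosen after their values were seen: mcs2 (2.10, and −2.06 in tra1Δ against WT) and ubc7 (−1.52, and 1.80 in tra1Δ against WT). Neither was called in tra1-Sptra2 or tra1-Sctra1 against WT. A local effect of how the tra1 locus was edited may explain them, with 2 of 4 neighbours called. Other neighbours of targeted genes that were called are dsc4 in spt20Δ (0.64) and spt20-HITΔ (0.62), SPBC1604.16c in tti2-CKO (0.97) and fal1 in tra2-CKO (−0.64). The genotype label of spt20-HITΔ names a PK3 tag, and that of spt20Δ does not. No explanation of these neighbours was tested.

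Genes near chromosome ends were called more often than others in the comparisons with DMSO or WT. Among the 40 outermost genes of each end, with a mean of at least 10 CPM, 13.1% were called in tra1Δ against 2.19% of other genes. The odds ratio was 6.71 with a lower 95% limit of 3.64, the highest of the 8 comparisons. This limit was 1.46 in spt20Δ and 1.73 to 3.22 in creER, tti2-CKO, tra2-CKO and tra1-Sptra2. In these and tra1Δ, low expression is argued against as the whole cause. In tra1-Sctra1 and spt20-HITΔ, 2 such genes each were called at that level. With lower limits of 0.742 and 0.549, they cannot decide. Reads shared with near-identical copies are argued against, as the median share of windows that occur elsewhere was 0% over the 105 called end genes, although 13 of them have such windows. A larger spread between replicates may contribute, since the dispersion of end genes was 2.19 times that of other genes.

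In tra2-CKO, 76.5% of calls were rises, 77.1% with the replicate number as a block and 58.6% when trends with GC content and gene length were removed in the same fit. A trend with GC content or length may thus account for part of the excess of rises. No biological explanation of it was tested.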
